# Lineage-specific, fast-evolving GATA-like gene regulates zygotic gene activation to promote endoderm specification and pattern formation in the Theridiidae spider

**DOI:** 10.1186/s12915-022-01421-0

**Published:** 2022-10-06

**Authors:** Sawa Iwasaki-Yokozawa, Ryota Nanjo, Yasuko Akiyama-Oda, Hiroki Oda

**Keywords:** Chelicerata, Arthropod evolution and development, Early embryogenesis, Emerging model organisms, GATA factor, Chromatin regulation

## Abstract

**Background:**

The process of early development varies across the species-rich phylum Arthropoda. Owing to the limited research strategies for dissecting lineage-specific processes of development in arthropods, little is known about the variations in early arthropod development at molecular resolution. The Theridiidae spider, *Parasteatoda tepidariorum*, has its genome sequenced and could potentially contribute to dissecting early embryonic processes.

**Results:**

We present genome-wide identification of candidate genes that exhibit locally restricted expression in germ disc forming stage embryos of *P. tepidariorum*, based on comparative transcriptomes of isolated cells from different regions of the embryo. A subsequent pilot screen by parental RNA interference identifies three genes required for body axis formation. One of them is a GATA-like gene that has been fast evolving after duplication and divergence from a canonical GATA family gene. This gene is designated *fuchi nashi* (*fuchi*) after its knockdown phenotypes, where the cell movement toward the formation of a germ disc was reversed. *fuchi* expression occurs in cells outside a forming germ disc and persists in the endoderm. Transcriptome and chromatin accessibility analyses of *fuchi* pRNAi embryos suggest that early *fuchi* activity regulates chromatin state and zygotic gene activation to promote endoderm specification and pattern formation. We also show that there are many uncharacterized genes regulated by *fuchi*.

**Conclusions:**

Our genome-based research using an arthropod phylogenetically distant from *Drosophila* identifies a lineage-specific, fast-evolving gene with key developmental roles in one of the earliest, genome-wide regulatory events, and allows for molecular exploration of the developmental variations in early arthropod embryos.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01421-0.

## Background

The early processes of development and reproductive strategies of animals vary among species. In certain metazoan phyla, including Chordata and Arthropoda, a high degree of early developmental variations among species is observed, despite the identification of similar morphological traits and gene expression patterns during mid-embryogenesis in each phylum [1–7]. Mechanisms of animal evolution that account for varied developmental trajectories preceding the phylotypic period are poorly understood.

The species-rich phylum Arthropoda, comprising three major groups (Chelicerata, Myriapoda, and Pancrustacea [Crustacea plus Hexapoda]), conspicuously shows the diversification of early developmental processes without the disruption of stable embryonic traits, such as the elongating germ band and repetitive body units. Genetic mutation screens and a range of molecular and genetic techniques are feasible for the model organism *Drosophila melanogaster*, which has contributed to the identification of numerous essential genes and their interactions in body axis formation, germ layer formation, and segmentation. The *Drosophila* paradigm of genetic programs for early embryogenesis has allowed for candidate-gene approaches toward elucidating the evolution of developmental mechanisms in other insects or arthropod species. Such candidate-gene approaches, however, are biased with respect to the detection of key developmental genes; having relatively low consideration for lineage-specific, fast evolving, or orphan genes [8, 9]. Conversely, comparative genomics in Arthropoda and other metazoan phyla has revealed lineage-specific genomic events, including gain/loss, expansion, or divergence of a gene or a gene family [10–13]. *bicoid*,* spätzle*, and *gurken* in *Drosophila*, which are key regulators in the organization of the major embryonic axes, are examples of lineage-specific or fast-evolving genes [14–16]. Considering these *Drosophila* cases and similar ones in different phyla [17–19], an unbiased way of identifying key developmental genes is required. Therefore, several studies that used non-*Drosophila* insect species have performed genetic mutation or gene knockdown screens by assessing larval cuticle phenotypes [20–23]. However, the identification and characterization of novel genes with key functions in specific processes of early embryogenesis are hardly feasible in any non-*Drosophila* arthropods, particularly in non-insect arthropods.

In arthropods, many model species have continued to emerge, with the genome sequenced [10, 24]. There have been numerous technical merits with respect to the study of early embryogenesis in one of them, the common house spider*—Parasteatoda tepidariorum*, and distinct differences from *Drosophila* have been observed in the early embryogenesis mechanism [25]. These differences include early completion of cellularization [26, 27] and involvement of Hedgehog signaling in establishing the polarity of the first embryonic axis and regulating symmetry-breaking movement of the Dpp signaling center during the orthogonalization of the first and second embryonic axes [28–30]. In the *P. tepidariorum* experimental system, genetic regulations during early embryonic processes can be investigated using a simple gene knockdown technique, that is, parental RNA interference (pRNAi) [29]. Research using *P. tepidariorum* has been empowered by genomic and bioinformatic resources [25, 31–36], thus providing the foundation for identifying key genes involved in *P. tepidariorum* development.

The egg of *P. tepidariorum* is spherical in shape (Fig. 1). As the development starts, the egg nuclei synchronously divide, approaching the surface of the egg (stage 1). Cellular organization of the embryo is established by the time the nuclei increase to 16 [26]. The initial blastoderm comprises approximately 64 cells (stage 2; 11 h after egg laying [AEL]), showing spherical symmetry at the morphological level. This symmetry is broken at approximately 15 h AEL by the emergence of uneven cell densities toward the formation of a germ disc within a hemisphere of the egg (stage 3) (Fig. 1; Additional file 1: Movie S1), which side is designated the embryonic side. At the pole on this side, a small number of cells are apically constricted, thus forming a blastopore [25, 28]. Zygotic gene activities are required for the process of germ-disc formation [37]. Although most blastoderm cells participate in the formation of the germ disc, cells derived from around the abembryonic pole do not, and remain in the non-germ-disc region (Fig. 1; see also Additional file 1: Movie S1). The formed germ disc is sharply demarcated by the difference in cell density and comprises a single layer of more than 1000 cuboidal epithelial cells [38]. Cells at the center of the germ disc, corresponding to the blastopore, internalize to become the central endoderm (cEND) cells and the cumulus mesenchymal (CM) cells [28, 32]. The latter cell populations are clustered and act as a dynamic source of Dpp signaling to promote the development of the dorsal side of the embryo [28, 29] (Fig. 1). Cells at and near the rim of the germ disc internalize to become the peripheral endoderm (pEND) and mesoderm (pMES) cells [32]. A line of cells along the rim of the germ disc express specific genes, including a *P. tepidariorum hedgehog* homolog (*Pt-hh*), that contributes to the anterior–posterior patterning of the embryonic field [30, 39, 40]. The germ disc is transformed into a bilaterally symmetric germ band through orchestrated cell rearrangements, while being progressively patterned [29, 38] (Fig. 1).

**Fig. 1:**
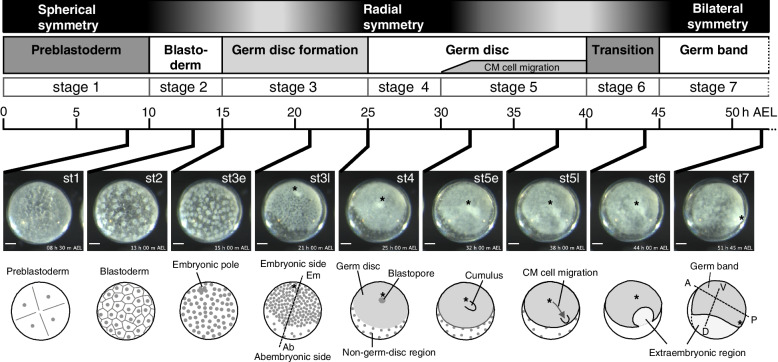
Early embryonic processes of *Parasteatoda tepidariorum*. Selected time-lapse images of a live wild-type embryo (Additional file 1: Movie S1) are shown along with their timelines (time [h] after egg laying [AEL]), stages of development, and illustrations of morphological characteristics. The morphology of the developing *P. tepidariorum* embryo undergoes symmetry transitions as shown (top). An axis of radial symmetry (embryonic-abembryonic axis) and two axes of bilateral symmetry (anterior–posterior [A-P] and dorsal–ventral [D-V] axes) are indicated by broken lines. Asterisks mark cells around the embryonic pole, cells at the closed blastopore, and cells at the posterior pole, which are in the same lineage. Scale bars,100 µm

The formation of the sharply demarcated germ disc is an early morphogenetic event in the embryogenesis of Theridiidae and some other Araneoidea spiders [27, 28, 37, 41–44], but it is not a general feature of spider (Araneae) embryonic development [45–47]. There are many other variations in early developmental processes among spider species, including the presence/absence of a visible cumulus and various modes of gastrulation [44, 48]. The spider lineage provides diverse developmental trajectories prior to reaching the embryonic traits typical of arthropods.

To explore the variation in the process of early embryonic development across the phylum Arthropoda at molecular resolution, we conducted comparative transcriptomes of cells isolated from different regions of the embryo at the germ-disc forming stage in *P. tepidariorum*. Through a pRNAi-based functional screen of differentially expressed gene candidates, we identified a lineage-specific GATA-like gene, *fuchi nashi* (*fuchi*), whose knockdown hindered the completion of germ-disc formation. We obtained genome-wide datasets that represented gene expressions and chromatin accessibilities affected by *fuch*i knockdown in early embryos. Our findings showed that *fuchi* regulates zygotic gene activation to promote endoderm specification and pattern formation in the early stage of the Theridiidae spider embryo. This study provides new molecular clues for exploring the mechanisms for diversifying early developmental trajectories in the phylum Arthropoda.

## Results

### Comparative transcriptome analyses of cells isolated from different regions of early *P. tepidariorum* embryos

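The stage-3 transcriptomes came from 8 RNA-seq libraries, each made from cells drawn out of the nascent germ disc, the sheet of cells from which the body of the spider *P. tepidariorum* forms. There were 2 libraries of cells from the central region (c1 and c2, c cells), 3 from the intermediate region (i1 to i3, i cells) and 3 from the peripheral region (p1 to p3, p cells). The sample labels place the embryos at 20 h after egg laying. They name 1 mother for the embryos that gave the i cells and another for those that gave the c and p cells. The authors amplified the cDNA by PCR, aligned single-end reads to the genome assembly Ptep_1.0 and deposited the number of reads counted on each gene model, without normalization. The total count on genes ranged from 8518352 to 10475807 in c libraries, from 5948619 to 7754327 in i libraries and from 8487511 to 10500376 in p libraries. A gene with a count of 0 in one of these libraries could have had up to 3 counts. At library sizes as counted, this is 0.286 to 0.504 CPM (counts scaled to an equal library size) depending on the library. Such limits cover counting error only, since PCR reads without molecular identifiers are not independent molecules. For the values given here, counts were normalized over the 8 libraries by edgeR's TMM method and are stated as CPM, with the SD between libraries. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, which were those with at least 1 CPM in at least 1 library. A negative log2 fold change stands for a higher level in the first-named group of a comparison. The standard error given with a log2 fold change is its absolute value divided by the square root of the test's F statistic. It is not an output of edgeR, and it varies with the count that edgeR adds to each library. Where every library of a group had 3 counts or fewer, the fold change was computed against a floor of 3 counts and is a lower bound. For this floor the TMM-normalized library sizes were used.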

To search for genes with locally restricted expression in *P. tepidariorum* embryos at stage 3, we performed RNA sequencing (RNA-seq) of small cell populations (approximately 10–30 cells) isolated from central (c), intermediate (i), and peripheral (p) regions of the nascent germ disc using glass capillary needles (Fig. 2A, B). Using this strategy, we intended to identify genes that are relatively strongly expressed either at the center or the periphery of the germ disc or both. RNA-seq reads were mapped to the *P. tepidariorum* reference genome Ptep1.0 (GCA_000365465.1), and then the reads were counted against the AUGUSTUS gene models (aug3.1) [31]. The read counts were compared using edgeR [49] by setting the following three combinations: comparison I, c cells versus i/p cells; comparison II, p cells versus c/i cells; and comparison III, i cells versus c/p cells (Fig. 2C–E). Based on these comparisons, we genome-widely identified candidates of differentially expressed genes (DEGs) (Additional file 2: Tables S1-S3). 

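Among 10860 genes tested, comparison I of c cells (n = 2) with i and p cells (n = 6) gave 43 DEGs with an adjusted p under 0.05, and all 43 were higher in c cells. Comparison II of p cells (n = 3) with c and i cells (n = 5) gave 11 DEGs, of which 2 were higher and 9 lower in p cells. Comparison III of i cells (n = 3) with c and p cells (n = 5) gave 20 DEGs, of which 6 were higher and 14 lower in i cells. The test moved these numbers most: DESeq2's Wald test gave 603, 555 and 696 DEGs in the respective comparisons, of which 16, 2 and 12 were among those of the quasi-likelihood test. It also changed the direction of comparison I, with 110 of the 603 DEGs higher and 493 lower in c cells. Single libraries also decided numbers, since comparison II gave 5 DEGs without c2 and comparison III gave 12 without i3. Counts were also simulated with 200 genes, all above a minimum mean CPM, changed 16-fold. On these, the quasi-likelihood test of comparison I recovered 152 of the changed genes and also called 67 unchanged genes. Among the 43 DEGs of comparison I, 13 had more than 90% of their summed c-cell CPM in 1 of the c libraries. The libraries of the groups did not overlap in CPM for 30 of the 43 DEGs of comparison I, 2 of the 11 of comparison II and 13 of the 20 of comparison III, where chance keeps apart 7.14% of genes in comparison I and 3.57% in the others, a share for genes that were not selected on the same libraries, as DEGs were. In comparison I, the uncharacterized gene *g2628* (scaffold 401 of Ptep_1.0, from 281306 to 358671) had 630.5 ± 336 CPM (SD, n = 2) in c cells and 17.5 ± 19.9 CPM (SD, n = 6) in i and p cells, a log2 fold change of -5.06 (standard error 0.59, adjusted p = 6.13e-14). In comparison II, *g3783* was lower in p cells by 1.46 on the log2 scale (adjusted p = 2.77e-05) and *g8160* by 4.12 (adjusted p = 0.000686). In comparison III, *g5179*, annotated as kinesin heavy chain-like, was 2.69-fold higher in i cells (adjusted p = 5.61e-10) and *g17071* was 2.84-fold lower (adjusted p = 4.28e-14). Since i cells came from another mother than c and p cells, region and mother cannot be told apart in comparison III. A comparison of c cells (n = 2) with p cells (n = 3) within 1 mother gave 25 DEGs, all higher in c cells. Without p2 it gave 12, and with DESeq2's Wald test 931, of which 313 were higher in c cells and 618 in p cells.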

Using the values of false discovery rate (FDR) and fold-change (FC), the candidate DEGs that exhibit strong expression in c cells (from comparison I), p cells (from comparison II), or both (from comparison III) were prioritized (lower FDR with log_2_FC <  − 10 [for comparisons I and II] or log_2_FC > 10 [for comparison III]). The top 10 genes from comparison I were selected as Group C (Fig. 2C), the top 5 genes from comparison II as Group P (Fig. 2D), and the top 5 genes from comparison III as Group CP (Fig. 2E). 

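In the directions used for the selection, the log2 fold change limit was passed by 238 genes in comparison I (higher in c cells), 129 in comparison II (higher in p cells) and 385 in comparison III (lower in i cells), of which 10, 0 and 3 had an adjusted p under 0.05. In comparison II, 588 genes had an unadjusted p under 0.05. Ranked by p of the quasi-likelihood test within these sets, the first 10 genes of comparison I held 8 of the 10 Group C genes. In the places of *g3963* and *g20850* were *g14359* and *g18714*, named here after their values were seen. The first 5 genes of comparison II were the 5 Group P genes. The first 5 of comparison III held 4 of the 5 genes selected from it, with *g14287* in the place of *g4752*. The paper's tables carry a likelihood ratio column instead. A likelihood ratio test with dispersions estimated in turn, added after the values were seen, recovered all 10, 5 and 5 selected genes. Fold changes of this size depend on the prior count that edgeR adds to each library: with a prior count of 2, only 2 genes passed the limit in comparison I, 0 in comparison II and 2 in comparison III. The gene *g4238*, annotated as a SAM pointed domain-containing Ets transcription factor-like gene, lies on scaffold 540 of Ptep_1.0 from 171886 to 200241. It had 1076 CPM in c1, 1989 CPM in c2, no counts in i1 to i3 and at most 0.657 CPM in a p library. In comparison I its mean was 1532 ± 645 CPM (SD, n = 2) against 0.237 ± 0.282 CPM (SD, n = 6), with a log2 fold change of -12.33 (standard error 0.84, adjusted p = 8.39e-45). In comparison III it was at least 1262-fold higher in the joined c and p cells (adjusted p = 9.39e-16), although their SD of 899 CPM exceeded their mean of 613 CPM (n = 5). With c, i and p cells fitted as 3 separate groups, its adjusted p in comparison III was 1.00.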

The top-ranked *g4238* in Group C was listed in Group CP, despite its much stronger expression in c cells than in other cells. To avoid redundancy, *g4238* was removed from Group CP. Therefore, a total of 19 genes were systematically selected as high-priority candidate genes that might exhibit locally restricted expression in the stage-3 embryo.

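Apart from *g4238*, none of the Group C genes had more than 1 count in an i or p library. All 10 Group C genes were higher in c2 than in c1, and *g5118* and *g16893* had 99.8% and 99.95% of their summed c-cell CPM in c2. In Group P, *g7720* had 75.8 CPM in p1 and 145.5 CPM in p2 but 0.0938 CPM in p3, and *g1424* had 0.114 CPM in p2. Of the selected genes, 8 of the 10 in Group C, 0 of the 5 in Group P and 2 of the 5 first listed in Group CP had an adjusted p under 0.05 over all genes tested. When adjusted over the list alone, all 10, 5 and 5 did, but these lists were chosen on the same libraries and this is not independent evidence. The 5 Group P genes had adjusted p-values from 0.168 (*g7720*) to 0.747 (*g22959*) in comparison II. In Group CP, *g26874* (scaffold 177 of Ptep_1.0, from 310446 to 328722), annotated as transcription factor GATA-4, had no counts in i1 to i3, 1401 ± 531 CPM (SD, n = 2) in c cells and 66.7 ± 10.0 CPM (SD, n = 3) in p cells. It was at least 1236-fold higher in c and p cells than in i cells (adjusted p = 1.05e-15), and 21.0-fold higher in c cells than in p cells of the same mother (adjusted p = 8.27e-17). The adjusted p of *g1904*, *g18041* and *g4752* in comparison III was 0.134, 0.154 and 0.424. Genes that were present in every library of one set and nearly missing from the others also arose when the libraries were regrouped. There were 66 genes with at least 10 CPM in c1 and c2 and at most 3 counts in each other library, where the 28 sets of 2 libraries gave from 12 to 81 genes with a median of 23. Without c2 the c set rested on 1 library and held 459 genes. For the p libraries there were 12 such genes against a median of 9.5 over 56 sets of 3 libraries.

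**Figure D1:**
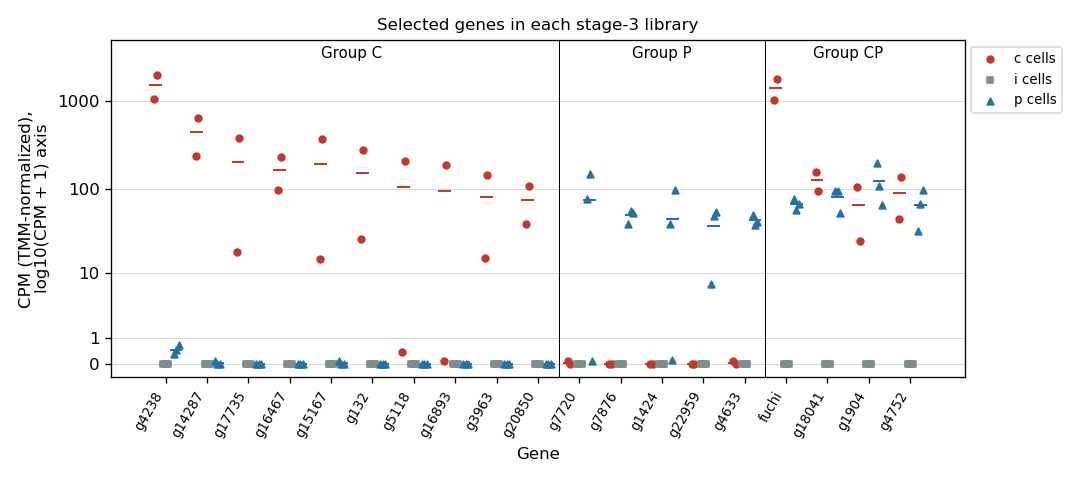
CPM of the 19 selected genes in each of the 8 stage-3 libraries, on a log10(CPM + 1) axis, with 1 point per library and a bar at the mean of each region. The i libraries lie at 0 for all 19 genes, and *g7720* and *g1424* each have 1 p library near 0.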

**Fig. 2:**
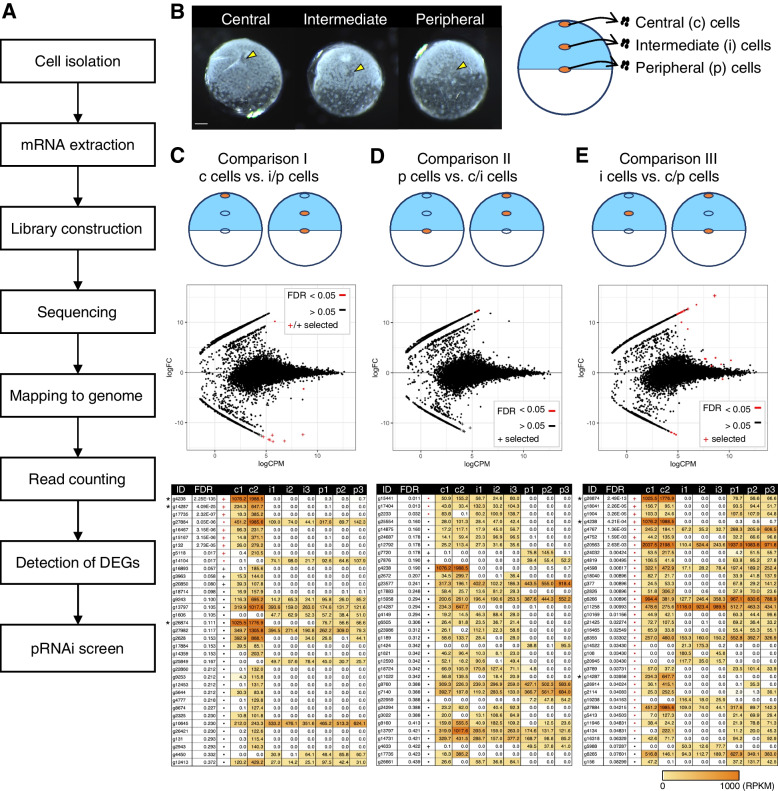
Genome-wide identification of candidate genes with locally restricted expression in stage-3 embryo. **A** Outline of the experimental procedure. **B** Images showing live stage-3 embryos following isolation of cells from 3 different regions (yellow arrowheads; central [c], intermediate [i], and peripheral [p]) of the embryo, along with the schematic showing the isolated cells used for RNA-seq. Scale bar, 100 µm. **C–E** Three types of comparison using RNA-seq datasets from the c, i, and p cells (comparison I: c cells versus i/p cells [C]; comparison II: p cells versus c/i cells [D]; comparison III: i cells versus c/p cells [E]) detected candidates of differentially expressed genes (DEGs). Top: schematic showing the grouping of the datasets for comparison. Middle: MA-plot of log_2_ fold-change (FC) versus log_2_ average expression level (CPM; count per million) from 10,862 genes. Bottom: lists of DEG candidates with normalized expression levels (CPM) from biological replicates of the three sample types (c1, c2, i1, i2, i3, p1, p2, and p3), which are sorted by FDR values. Genes with FDR < 0.05 are highlighted in red, and candidates of DEGs that were selected for a pilot pRNAi screen are indicated by plus signs in the MA-plots and tables. Each table displays the top 35 genes; the full lists are presented in Additional file 2: Tables S1–S3. Note that genes marked by asterisks appear in multiple tables

To validate our gene-selection strategy, we examined the expression patterns of the 19 selected genes in stage-3 embryos using chromogenic whole-mount in situ hybridization (WISH) (Additional file 3: Fig. S1). Three of the ten Group C genes (*g4238*, *g14287*, and *g16467*) showed specific expression at the embryonic pole. Furthermore, three of the other Group C genes (*g15167*, *g5118*, *g20850*) and one of the four Group CP genes (*g26874*) showed specific expression at the embryonic pole and in a broad area on the abembryonic side. The other Group CP and Group P genes, however, showed no specific detectable signals.

Additionally, similar comparative transcriptome analyses of isolated cells were applied to stage-4 and early stage-5 embryos. 

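For each of these later stages there were 2 libraries of c cells and 2 of p cells. The labels place stage-4 embryos at 28 to 29 h and early stage-5 embryos at 31 to 32 h after egg laying, and each stage came from a mother of its own. Reads were counted as for stage 3, with total counts on genes from 7100948 to 10045889 at stage 4 and from 4566853 to 5896305 at early stage 5. Within each stage, c cells were compared with p cells among the genes with at least 1 CPM in at least 1 of its 4 libraries, which were 10074 genes at stage 4 and 11825 at early stage 5. This gave 49 DEGs at stage 4, of which 44 were higher in c cells, and 96 at early stage 5, of which 91 were higher in c cells. With DESeq2's Wald test the numbers were 299 and 412, of which 33 and 88 were among these DEGs. Of the 299, 184 were higher in c cells and 115 in p cells, and of the 412, 381 and 31. At early stage 5, 10500 and 9406 genes reached 1 CPM in the c libraries, against 8376 and 7915 in the p libraries, whose total counts were higher. At stage 4 there were 5973 and 8414 against 4511 and 7799. Loss of transcripts in p libraries may therefore account for part of the excess of genes higher in c cells, which was not tested. Leaving out 1 library kept a single library in a group, so such fits were used for their log2 fold changes only, without a p. In the second p library of stage 4, 85 genes that were higher in c cells at early stage 5 and reached 10 CPM in stage-4 c cells had a median of 25.6% of their mean stage-4 c-cell level, against 0.143% in the first p library. Over all 6220 genes at that level in stage-4 c cells the medians were 84.95% and 70.3%.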

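At stage 4, *g4238* had 1249 ± 1037 CPM (SD, n = 2) in c cells and 0.453 ± 0.0365 CPM (SD, n = 2) in p cells (log2 fold change -11.39, adjusted p = 3.32e-17). Its level at early stage 5 was 352 ± 16.4 CPM (SD, n = 2) in c cells and 0.639 ± 0.663 CPM (SD, n = 2) in p cells (log2 fold change -9.09, adjusted p = 0.00113). The uncharacterized gene *g132* (scaffold 3 of Ptep_1.0, from 2757328 to 2766405) was at least 223-fold higher in c cells at stage 4 and at least 55.4-fold at early stage 5, with adjusted p-values of 0.0888 and 0.124. These were under 0.05 in 4 of the 9 alternative fits that give a p at each stage, with adjusted p-values from 1.27e-06 to 0.532 at stage 4 and from 1.59e-05 to 0.487 at early stage 5. *Pt-lab1* (*g7954*, scaffold 854, from 230626 to 269136) was 7.94-fold higher in p cells at stage 4 (adjusted p = 0.149) and 49.8-fold at early stage 5 (adjusted p = 0.00171). *Pt-BarH1* (*g8250*, scaffold 887, from 91498 to 141034) overlapped between c and p libraries at stage 4 (adjusted p = 0.881), and was 112-fold higher in p cells at early stage 5 (adjusted p = 0.00119). *Pt-prd2* (*g18397*, scaffold 2837, from 14826 to 41178) had 8.66 CPM in 1 stage-4 c library and no counts in the other stage-4 libraries, and at early stage 5 it was at least 280-fold higher in c cells (adjusted p = 0.00644). *Pt-hh* (*g4322*, scaffold 547, from 237576 to 301138) was higher in p cells at stage 4, with 190.1 ± 222 CPM (SD, n = 2) against 0.626 ± 0.0302 CPM (SD, n = 2) and an adjusted p of 0.00243, and at early stage 5 by 79.3-fold (adjusted p = 0.00428). With 1 early stage-5 library left out, its log2 fold change ranged from 5.32 to 10.2, against 6.24 with all libraries. For *Pt-BarH1* the range was 6.02 to 8.65, against 6.84, and for *Pt-lab1* it was 5.18 to 5.97, against 5.62.

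**Figure D2:**
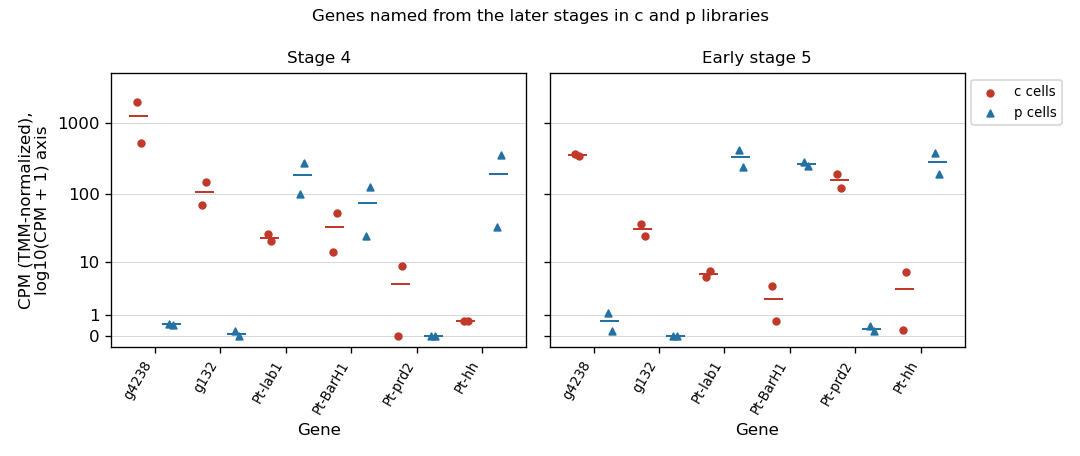
CPM of 6 genes in the c and p libraries of stage 4 and early stage 5, on a log10(CPM + 1) axis, with 1 point per library and a bar at the mean of each region. At early stage 5 the c and p libraries do not overlap for any of the 6 genes, and at stage 4 they overlap for *Pt-BarH1* and *Pt-prd2*.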

The resulting DEG lists (Additional file 2: Tables S4, S5) included some of the DEGs identified by the analyses of the stage-3 samples (e.g., *g4238*, and *g132*), as well as genes that had been known to show region-specific expression at the corresponding and/or later stages (e.g., *Pt-lab1* [*g7954*], *Pt-BarH1* [*g8250*], *Pt-prd2* [*g18397*], and *Pt-hh* [*g4322*]).

These data suggest the effectiveness of our gene-selection strategy based on comparative transcriptome analyses of isolated cells from early *P. tepidariorum* embryos.

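Of the 25 genes that differed between c and p cells at stage 3, 8 were also DEGs at stage 4 and 6 at early stage 5. The stage-4 and early stage-5 lists shared 26 genes. The 10 Group C genes had a median log2 ratio of c-cell to p-cell CPM of 4.33 at stage 4 and 3.63 at early stage 5, computed with 1 CPM added to each mean. Among the 19 genes, 16 could be tested at stage 4 and 19 at early stage 5, and 3 and 2 of them were DEGs over all genes tested, against 8 and 7 when adjusted over the list alone. For the Group P genes the median log2 ratio of p-cell to c-cell CPM was -0.48 at stage 4 and -0.15 at early stage 5, and none of the 5 was higher in every p library than in every c library at both stages. From the in situ hybridization patterns of the selected genes and the recurrence of *g4238*, *g132* and genes with known regional expression in the later lists, the paper proposes that the strategy of selecting genes from isolated cells was effective.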

### Pilot functional screen identifies three genes required for germ-disc formation and/or axis formation

To identify genes with key functions in the early embryonic development of *P. tepidariorum*, we screened the 19 candidate DEGs (from the stage-3 samples) using parental RNAi (pRNAi). Double-stranded RNA (dsRNA) synthesized for each gene, as well as that for a non-spider control gene *green fluorescent protein* (*gfp*), was injected into at least two adult females. Aliquots of eggs deposited by the females were placed in oil to monitor the developmental process from early stages under the stereomicroscope. Through this screening, we identified three genes whose knockdown resulted in uncommon defects associated with germ-disc formation (*g26874* and *g7720*) and/or cumulus movement (*g26874*, *g7720*, and *g4238*) (Additional file 4: Table S6) [50]. To verify the RNAi specificity, we injected two or three dsRNAs prepared from non-overlapping regions of each positive gene and confirmed that the same phenotypes were produced depending on the genes (Fig. 3A; Additional file 3: Fig. S2; Additional file 5: Movie S2) [50]. In addition, we confirmed through WISH that the transcript levels of the target genes were reduced in the corresponding pRNAi embryos (Fig. 3B).

**Fig. 3:**
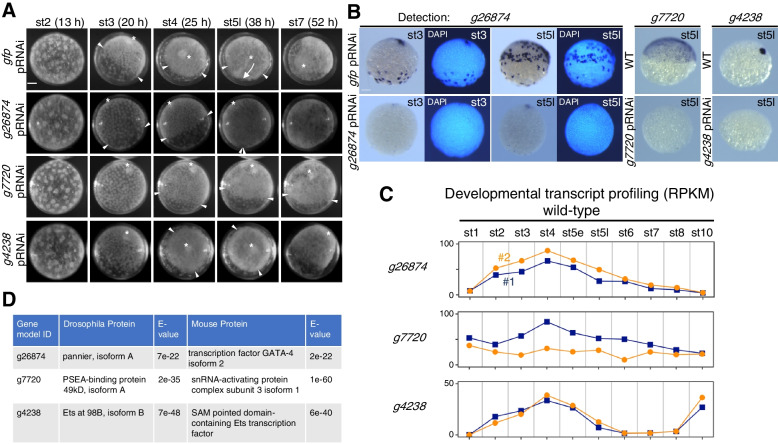
Identification of three genes in a pilot pRNAi screen of the DEG candidates. **A** Images showing the development of live *gfp* pRNAi, *g26874* pRNAi, *g7720* pRNAi, and *g4238* pRNAi embryos. These images are related to Movie S2 (Additional file 4). Stages of development and time (h) after egg laying (AEL) are shown. Asterisks indicate the embryonic pole, closed blastopore, and posterior pole. Arrowheads indicate the rim of the forming/formed germ disc, or corresponding sites in morphologically affected embryos. The arrow indicates CM cell migration, which did not occur in the *g26874* pRNAi, *g7720* pRNAi, and *g4238* RNAi embryos. **B** Effect of *g26874*, *g7720*, or *g4238* pRNAi on the expression of the corresponding target gene at stage 3 and/or late stage 5, as revealed by WISH. g*fp* pRNAi or wild-type (WT) embryos were stained as controls. At least three embryos were stained for each treatment type. Counterstains with DAPI were displayed for the comparison between *g26874* and *gfp* pRNAi embryos. **(C)** Graphs showing developmental profiling of the transcript levels (RPKM; reads per kilobase of transcript, per million mapped reads) for *g26874*, *g7720*, and *g4238* in wild-type embryos, based on public datasets [36]. Two biological replicates are individually shown. The sampling times were 9 (stage 1), 15 (stage 2), 20/21 (stage 3), 25/26 (stage 4), 31/32 (early stage 5), 36/37 (late stage 5), 42/43 (stage 6), 50 (stage 7), 60 (stage 8), and 78 (stage 10) h AEL. **D** Results of blast searches against *D. melanogaster* and mouse RefSeq protein databases using predicted amino acid sequences of *g26874*, *g7720*, and *g4238* as queries. The top-hit protein from each search is shown. Scale bars, 100 µm in A and B

Time-lapse microscopy and cell tracking revealed that *g26874* pRNAi embryos showed normal blastoderm formation (stage 2) and subsequent initiation of cell density shift toward the formation of a germ disc, in a rather normal way, but they failed to stabilize the boundary of the forming germ disc (25 h AEL), with the cell density shift being reversed (Fig. 3A; Additional file 5: Movie S2; Additional file 6: Movie S3). In all of such severely affected *g26874* pRNAi embryos, the initial cell thickening at the embryonic pole took place. In 64% of the *g26874* pRNAi embryos (*n* = 101 from 10 egg sacs), however, CM cell migration was faint or failed to occur. The defects in germ-disc formation were not recovered at later stages, showing no clear sign of cell movements toward the formation of a germ band. In the most severe cases of *g26874* pRNAi embryos, cells that had initially shifted toward forming a germ disc reversed their movement to spread across the embryo, followed by abrupt breakdown of the surface cell layer and extrusion of the yolk materials (Additional file 5: Movie S2) [50].

*g7720* pRNAi embryos showed normal blastoderm formation followed by cell-density shift (stages 2 and 3), but its development was arrested around the end of stage 3, showing a gradually degenerating germ disc (Additional file 5: Movie S2) [50]. Although cumulus-like cell thickening was formed at the embryonic pole, it persisted there, with the overall morphology failing to develop further.

*g4238* pRNAi embryos were morphologically indistinguishable from wild-type and *gfp* pRNAi (control) embryos until early stage 5. The earliest visible difference of *g4238* pRNAi embryos from normal embryos was their failure to initiate migration of the CM cells at early stage 5, followed by their disassembly and dispersal (Additional file 5: Movie S2) [50]. In many of the embryos, surface cells around the closed blastopore formed a tail-like protrusion. Despite experiencing cumulus defects, some *g4238* pRNAi embryos displayed asymmetric cell movements toward the formation of a germ band [50].

### Molecular characterization of the three identified genes

Developmental transcript profiling in whole wild-type embryos, based on public RNA-seq datasets [36], revealed that there are a few transcripts for *g26874* and *g4238* at stage 1 (9 h AEL) and increasing levels of the zygotic transcripts prior to peaking at stage 4 (Fig. 3C). In contrast, substantial levels of *g7720* transcript appeared to be maternally supplied, with the zygotic transcript expressed at rather uniform levels through development.

Reciprocal blastp/tblastn searches using *Drosophila* and mouse reference sequence (RefSeq) protein databases at National Center for Biotechnology Informataion (NCBI) and the *P. tepidariorum* aug3.1 transcript sequences [31] revealed that *g7720* encoded an orthologue of *Drosophila* proximal sequence element A (PSEA)-binding protein 49kD (Pbp49) and mouse small nuclear RNA-activating complex subunit 3 (Snapc3) [51], and *g4238* an orthologue of *Drosophila* Ets98B (D-ets4) and mouse SAM pointed domain-containing Ets transcription factor (Fig. 3D) [52]. *g4238* was identical to *Pt-Ets4*, as reported in a previous study [53], and consistent with our observations.

In contrast to the *g4238 and g7720* cases, reciprocal blastp/tblastn searches failed to confirm the presence of *Drosophila* and mouse orthologues for *g26874*. The best-hit *Drosophila* and mouse proteins were Pannier (Pnr), a GATA transcription factor, and GATA-4, respectively (Fig. 3D), but these proteins were significantly closer to GATA family members encoded by *g8336* and several other genes in the *P. tepidariorum* genome. Based on these results, along with those obtained from comprehensive sequence analyses described below, we concluded that *g26874* encodes a novel GATA-like gene, which we named “*fuchi nashi*” (abbreviated *fuchi*) after its knockdown phenotypes. This Japanese word means rimless.

### *fuchi* is a lineage-specific, fast-evolving GATA-like gene

The family of GATA transcription factors are characterized by the possession of a specific DNA-binding domain, which comprises two GATA-type zinc finger (ZF) motifs (ZF1 and ZF2), typically CX_2_CX_17_CX_2_C, and two basic regions followed by each ZF motif (BR1 and BR2) (Fig. 4A, B) [54, 55]. Fuchi had this GATA-type DNA-binding domain, although its sequence was highly divergent from those of *Drosophila* Pnr and mouse GATA-4. To comprehensively understand the diversity of GATA family proteins among metazoans and the phylogenetic origin of *fuchi*, we exhaustively collected and manually aligned amino acid sequences of GATA family proteins from *P. tepidariorum*, other spider and non-spider chelicerate species as well as from other selected arthropod and non-arthropod metazoan species using publicly available bioinformatic resources (Additional file 7: Tables S7, S8). As some of the sequences were divergent, common alignment tools could not help to align them without complicated gaps. The resulting sequence alignment revealed that the metazoan GATA family members were classified under canonical and noncanonical types. The canonical type was characterized by a BR1 of 29 amino acid residues with high sequence similarity, and the noncanonical type by a BR1 of more, or less, than 29 amino acid residues with a varying degree of sequence divergence. The canonical GATA family members included proteins encoded by five *P. tepidariorum* genes (designated Pt-GATA1 to Pt-GATA5, encoded by *g20514*, *g1834*, *g8336*, *g25261*, and *g8337*, respectively) and their counterparts from other Araneae species, as well as *Drosophila* Serpent (Srp), the only *Nematostella vectensis* GATA (Nv-GATA), two echinoderm GATAs, and mouse GATA-1 to GATA-6 (Fig. 4B–D; Additional file 7: Table S8). Phylogenetically widespread distribution of the specific sequence features suggested that the canonical GATA family members represent the ancestral state for metazoan GATA proteins. The *Pt-GATA3* and *Pt-GATA5* genes were closely located on the same scaffold (< 100 kb), although the *Pt-GATA1*, *Pt-GATA2*, and *Pt-GATA4* genes were located on separate scaffolds (Additional file 3: Fig. S3).

**Fig. 4:**
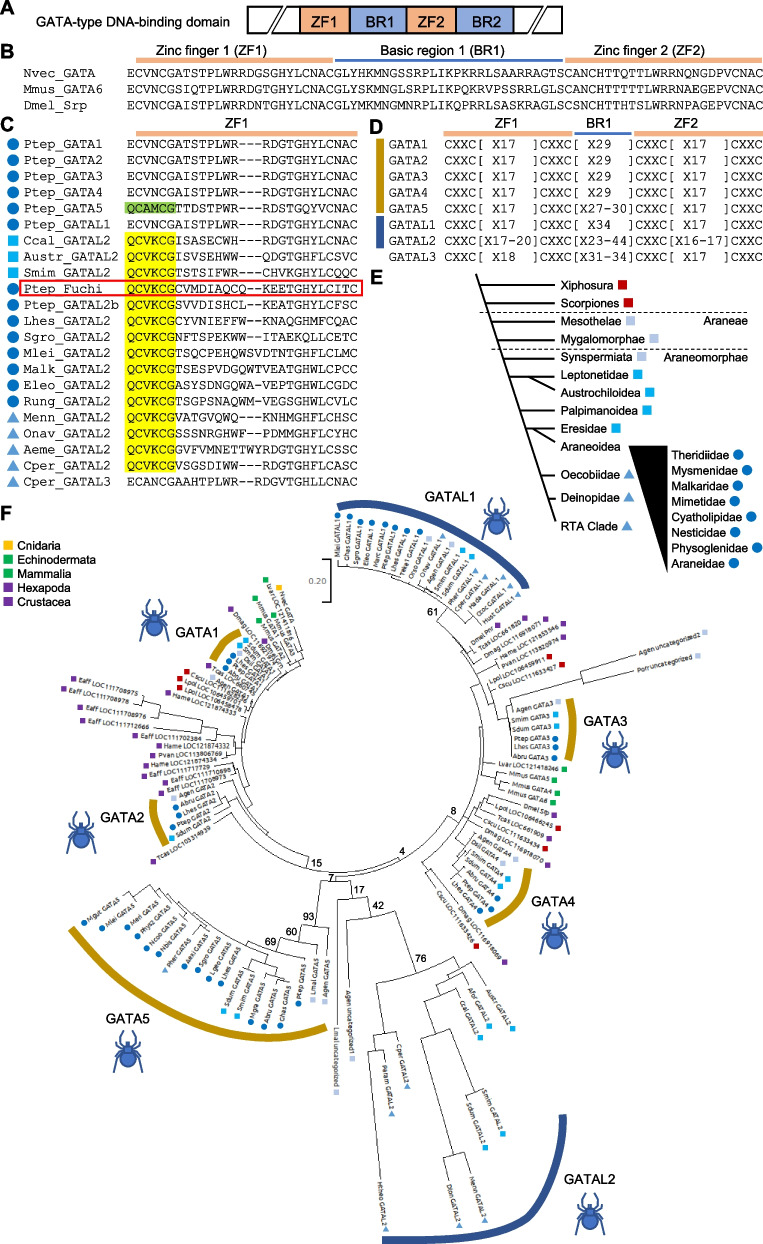
Phylogenetic characterization of Fuchi and other spider GATA family proteins. **A** Schematic of GATA-type DNA-binding domain. This domain comprises two zinc finger motifs (ZF1 and ZF2) and two basic regions (BR1 and BR2). **B** Amino acid sequence alignment of the ZF1-BR1-ZF2 region (plus one adjacent residue on the N-terminal side) of three canonical GATA family members from cnidarian, mouse, and *Drosophila* (Nvec_GATA, *Nematostella vectensis* GATA; Mmus_GATA6, *Mus musculus* GATA-6; Dmel_Srp, *Drosophila melanogaster* Serpent). **C** Amino acid sequence alignment of the ZF1 (plus one flanking residue on the N-terminal side) of various GATA family members from *P. tepidariorum* and other spider species. There are five canonical (Ptep_GATA1 to GATA5) and three noncanonical (Ptep_GATAL1, Fuchi, GATAL2b) GATA family members in *P. tepidariorum*. The GATAL2 group, including Fuchi, is characterized by the signature sequence highlighted in yellow, and the GATA5 group by the signature sequence highlighted in green. There are two types of GATAL2 proteins; the ZF1 of one type is aligned with that of the canonical GATA without gap but the ZF1 of the other type is not. **D** Classification of spider GATAs based on cysteine residue spacing patterns in the ZF1-BR1-ZF2 region. GATA5s in some spider species had a BR1 of slightly varied length. **E** Diagram showing phylogeny of spider taxa, based on a recent study [107]. **F** ML tree of 118 canonical and noncanonical GATA family members from Araneae, non-Araneae chelicerates, non-chelicerate arthropods, non-arthropod bilaterians, and cnidarian, using 75 amino acid sites unambiguously alignable. GATAL2 proteins with imperfectly aligned ZF1, including Fuchi, were excluded from this analysis. Bootstrap values (100 replicates) are presented at selected nodes. Color geometric codes indicate taxonomic groups of the sequence source. Details of species names and sequences are available in Tables S7 and S8 (Additional file 7)

The sequence alignment of the noncanonical GATA family members, including Fuchi, guided the identification of at least three groups specifically found within the Araneae lineage, based on gap insertion patterns, cysteine residue spacing, and sequence signatures (Fig. 4C, D; Additional file 7: Table S8). These three groups were designated as GATA-like 1 to 3 (GATAL1, GATAL2, and GATAL3). GATAL1, which included a *P. tepidariorum* protein encoded by *g26871* (Pt-GATAL1), was relatively close to the canonical GATA family members at the sequence level, but they had a BR1 of 34 amino acid residues. GATAL2, which included Fuchi and another *P. tepidariorum* protein encoded by *g26875* (designated Pt-GATAL2b), was specifically identified by a signature sequence QCV(K/R)CG at the N-terminal end of ZF1, varied cysteine residue spacing in ZF1 (CX_2_CX_17-20_CX_2_C), and a highly varied number (23–44) of amino acid residues in BR1. *fuchi* and the *Pt-GATAL2b* gene were tandemly located in the same direction on a scaffold, where the *Pt-GATAL1* gene was also present, but in the opposite direction (Additional file 3: Fig. S3). GATAL3, which was only found in spiders of RTA clade, was specifically identified by conserved unique sequences and cysteine residue spacing (CX_2_CX_18_CX_2_C) in ZF1. The signature sequence unique to GATAL2, QCV(K/R)CG, corresponded to ECVNCG, conserved in most canonical GATA family members (including Pt-GATA1 to 4) and GATAL1, to QC(A/V)(M/V)CG, conserved in Pt-GATA5 and its counterparts, and to ECANCG, conserved in GATAL3.

To investigate the phylogenetic relationship between canonical and noncanonical GATA family proteins, we performed maximum likelihood (ML) analysis using unambiguously aligned 75 amino acid sites from a total of 118 proteins with both ZF1 and ZF2 representing the typical cysteine residue spacing (CX_2_CX_17_CX_2_C) (Fig. 4E, F; Additional file 7: Table S8). Results showed Araneae-specific expansions of GATA protein family members, through gene duplication and divergence. ML tree topology supported the orthology of each of the GATA5, GATAL1, and GATAL2 groups. Furthermore, branch lengths indicated that the sequences of the GATAL2 proteins had been evolving much faster than those of the canonical GATA family and GATAL1 proteins (Fig. 4F). Owing to their atypical cysteine residue spacing in ZF1 (CX_2_CX_18-20_CX_2_C), Fuchi and other Araneoidea GATAL2 proteins could not be included in the ML analysis (Fig. 4C; Additional file 7: Table S8). Importantly, GATAL2 proteins with the typical ZF1 (CX_2_CX_17_CX_2_C), which were used in the ML analysis, were present in a broader phylogenetic range (including Leptonetidae, Eresidae, and RTA clade) (Fig. 4C, E, F; Additional file 7: Table S8). To confirm the phylogenetic affinity of Fuchi to GATAL2 proteins with the typical ZF1, we conducted a second ML analysis using fewer amino acid sites (63 sites) and more proteins (168 proteins, including Fuchi) (Additional file 3: Fig. S4; Additional file 7: Table S8). This analysis showed that Fuchi and all other GATAL2 proteins were clustered together, with relatively long branches, and separated from the other GATA family subgroups. The combined results from the two ML analyses suggested that *fuchi* is a lineage-specific divergent gene. It was also suggested that variously divergent sequences in ZF1 of the Araneoidea GATAL2 proteins, except the specific signature sequence, were likely due to rapid sequence evolution from the GATAL2 ancestral state.

Unlike the other two of the three genes judged as positive in the functional screen, *fuchi* was characterized as a lineage-specific gene. We therefore decided to focus our later analyses on this gene.

### *fuchi* is expressed in endoderm cells originating from both sides of the early embryo

Among the eight GATA family genes in *P. tepidariorum*, *fuchi* was the only gene which was transcribed at substantial levels during the germ-disc forming stage (stage 3) (Fig. 3C; Additional file 3: Fig. S5). We investigated the expression of *fuchi* transcript in early embryos at cellular resolution, using conventional WISH and the combination of FISH with antibody staining for β-catenin, which serves as a marker for regions of cell–cell contact (Fig. 5). Owing to technical limitations in the fixation of stage-1 embryos, the earliest stage of development examined was stage 2, the blastoderm stage (13 h AEL), when there is no morphological sign of asymmetry reflecting the future embryonic axes. At this stage, localized signals for *fuchi* expression were detected on one side of the embryo (Fig. 5A, A’, B, B') but could not be related with the axis that would emerge a little later (15 h AEL).

**Fig. 5:**
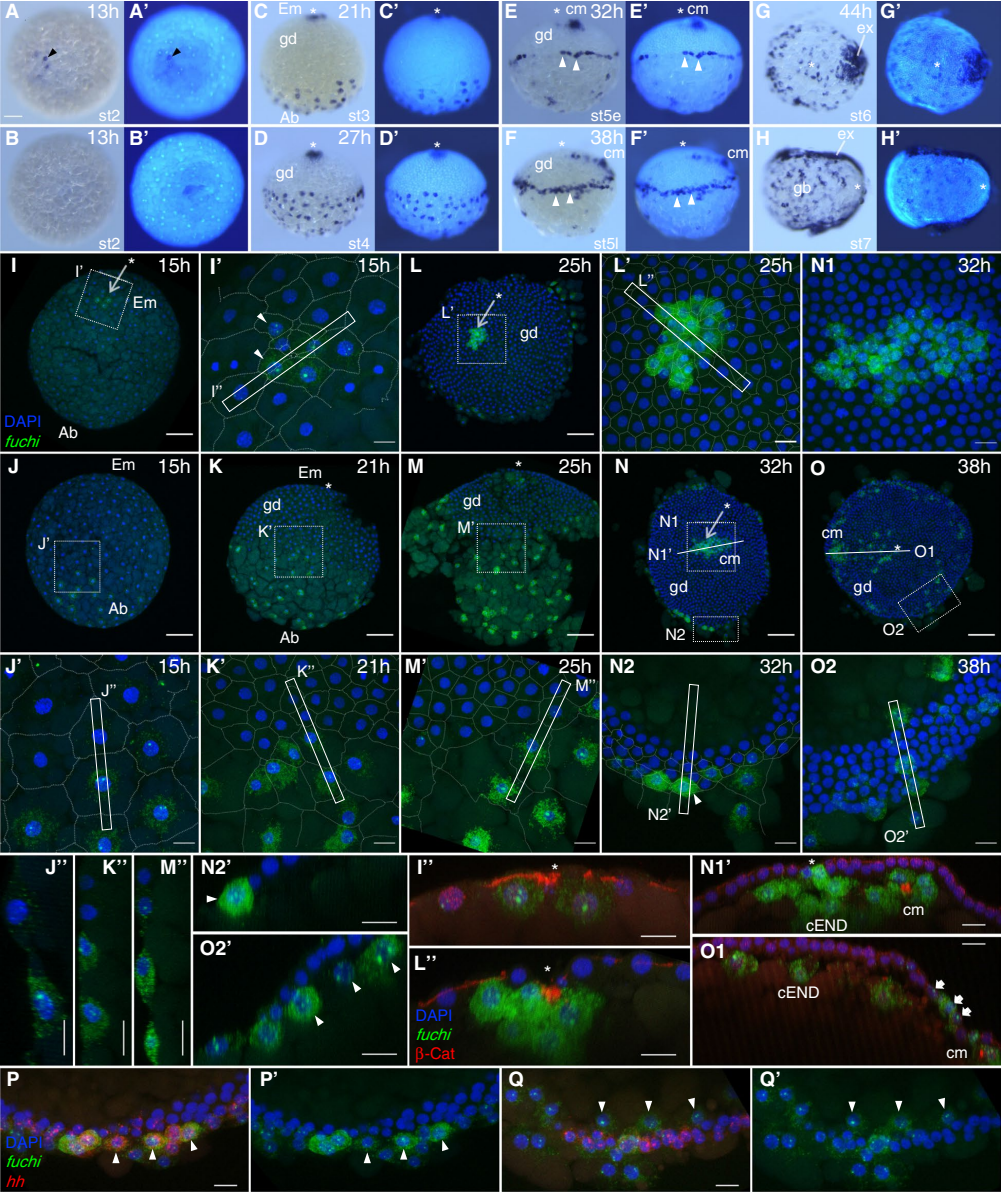
*fuchi* transcript expression in specific cells on the embryonic and abembryonic sides of early embryos. **A–H** Chromogenic WISH of wild-type embryos at indicated stages using *fuchi* probes (left), counterstained for DNA (right). **A**, **B** Opposite sides of the same embryo. Arrowhead indicates the signal. **C–F** Lateral view. The forming/formed germ disc (gd) is up. Arrowheads denote cells expressing *fuchi* at or near the germ-disc rim. **G**, **H** Forming germ band (gb) with expanding extraembryonic region (ex). Asterisks mark the embryonic pole, closed blastopore, or posterior pole. **I–O** Reconstruction of confocal stacks showing wild-type embryos fluorescently stained for *fuchi* (green) and DNA (blue) at 15 (**I**, **J**), 21 (**K**), 25 (**L**, **M**), 32 (**N**), and 38 (**O**) h AEL. Asterisks mark the embryonic pole or closed blastopore. **I**, **J** The same embryo from different directions. I’–M’, N1, N2, O2 High magnification of the boxed areas in **I**–**O**. Cell–cell junctions visualized by β-catenin staining are traced in I’–M’, and N2. I”–M”, N2’, O2’ Optical sections corresponding to the rectangular regions in I’–M’, N2, and O2. Arrowheads indicate *fuchi*-expressing cells that appear to be internalizing or internalized. N1’, O1 Optical sections corresponding to the lines in **N** and **O**. β-Catenin signals (red) are overlaid in I”, L”, N1’, and O1. β-Catenin concentrations mark the cumulus (cm). Fat arrows indicate *fuchi* expression in the future extraembryonic region. **P**, P’, Q, Q’ Simultaneous detection of *fuchi* (green) and *Pt-hh* (red) transcripts and DNA (blue) at or near the germ-disc rim at early (**P**, P’) and late (**Q**, Q’) stage 5. Arrowheads indicate cells expressing both *fuchi* and *Pt-hh* before internalization and cells expressing only *fuchi* after internalization. Em, embryonic side; Ab, abembryonic side. Scale bars, 100 µm in **A**, **I–O**; 20 µm in other panels

At early stage 3 (15 h AEL), the embryo begins to display morphological asymmetries, with an emerging embryonic-abembryonic (Em-Ab) axis (Fig. 1). At this stage and later, the *fuchi* transcript was detected in a small number of cells condensed at the embryonic pole (Fig. 5I, I’, I'') and in a larger number of cells showing a progressively wider distribution on the abembryonic side of the embryo (Fig. 5J, J’, J"). Using a flat-preparation of a representative early stage 3 (15 h AEL) embryo stained for *fuchi* transcript, the number of *fuchi*-expressing cells was counted. There were 8 and 20 *fuchi*-expressing cells around the embryonic pole and on the abembryonic side, respectively, among a total of approximately 300 cells (Additional file 3: Fig. S6). Notably, signals for *fuchi* transcript in the nuclei were, in many cases, observed as paired dots (Fig. 5I', J'), indicating that the zygotic transcription was already active at early stage 3. In the equatorial area of stage 3 embryos (15 and 21 h AEL), there was a transition from cells expressing *fuchi* transcript, on the abembryonic side, to those not expressing it, on the embryonic side (Fig. 5J, J’, J'', K, K', K''). In the embryo at 21 h AEL, the *fuchi*-expressing cells had larger apical surfaces than the *fuchi*-negative cells (Fig. 5K').

In embryos at stage 4 (25 and 27 h AEL), most *fuchi*-expressing cells on the abembryonic side had further enlarged surfaces with less tensed lines of cell–cell contact, which contrasted with a tightly packed organization of *fuchi*-negative cells constituting the nascent germ disc on the embryonic side (Fig. 5D, L, M, M’, M''). A few *fuchi*-expressing cells, however, were identified as part of the germ disc at its border (Fig. 5M', M"). At the blastopore, cEND cells and CM cells are internalized (Fig. 1). *fuchi* expression was observed in all these internalizing and internalized cells (Fig. 5L, L', L'').

In embryos at stage 5 (32 and 38 h AEL), all cells internalized through the blastopore continued to express *fuchi* (Fig. 5E, E’, F, F', N, N1, N1', O, O1). Peripheral populations of *fuchi*-expressing cells appeared to be internalized a little later than the central populations. At early stage 5 (32 h AEL), *fuchi*-expressing cells on the embryo surface were found not only in the non-germ-disc region but also at the rim of the germ disc (Fig. 5N, N2, N2’). At late stage 5 (38 h AEL), there were *fuchi*-expressing cells that were internalized/internalizing from or through the rim of the germ disc (Fig. 5F, F’, O, O2, O2'). Using a DNA stain probe, SPY555-DNA, we tracked some cell nuclei in the germ-disc/non-germ-disc transition area from early stage 5 to stage 8 in a live embryo (Additional file 4: Movie S4), which directly visualized two phases of cell internalization. Phase 1 of cell internalization occurred from mid to late stage 5, where cells that were not part of the germ disc were approaching the rim of the germ disc and then internalizing to below the surface cell layer of the germ disc. These were most likely to be *fuchi*-expressing cells. Phase 2 of cell internalization occurred subsequently, where cells at the rim of the germ disc were internalizing. Double staining for *fuchi* and *Pt-hh* transcripts revealed that certain cells at and near the rim of the germ disc at early stage 5 expressed both *fuchi* and *Pt-hh* (Fig. 5P, P’). Upon internalization, however, *fuchi*-expressing cells were exclusively *Pt-hh*-negative (Fig. 5Q, Q’).

To determine whether *fuchi*-expressing cells internalized from the peripheral side of the germ disc are endoderm or mesoderm, double staining of late stage 5 and stage 6 embryos for *fuchi* and *Pt-fkh* (a marker for pMES plus pEND) [56] or *003_J01* (a marker for pMES) [57] was performed. The use of *003_J01* enabled us to identify pMES cells prior to internalization, which was not the case with *Pt-twi*, another pMES marker [32, 56, 58]. Observations indicated that all internalized, *fuchi*-expressing cells were *Pt-fkh*-positive and most of them were *003_J01*-negative (Additional file 3: Fig. S7). It was also indicated that *003_J01*-positive cells appeared to be internalized later than *fuchi*-expressing cells, which presumably corresponded to Phase 2 of cell internalization. *fuchi* expression in embryos at stages 6 and 7 never showed a spatially periodic pattern along the emerging body axis (Fig. 5G, G’, H, H'), contrasting with mesoderm marker expression [58]. Taken together, these data suggested that *fuchi* is expressed in endoderm cells originating from both sides of the early embryo. In addition, *fuchi* expression occurred in association with extraembryonic differentiation (Fig. 5G, G’, H, H'). This *fuchi* expression was already initiated in the germ disc at late stage 5 (Fig. 5O,O1).

### *fuchi* knockdown prevents the demarcation of a forming germ disc

To investigate the defects following *fuchi* knockdown, we analyzed the expression of *Pt-hh*, *Pt-fkh*, and *fuchi* transcripts in wild-type and *fuchi* pRNAi embryos at stage 4 and early stage 5 at cellular resolution. In normal germ-disc development, a line of cells expressing *Pt-hh* and *Pt-fkh* was organized to demarcate the boundary of the forming germ disc during stage 4 and early stage 5 (Fig. 6A, A’, C, C', E, E', G, G'). In the recognizable germ-disc/non-germ-disc transition area of *fuchi* pRNAi embryos at stage 4, the initial *Pt-hh* expression was strongly suppressed, while *Pt-fkh* expression was detectably initiated in certain cells with *fuchi*-positive nuclei and their neighboring cells (Fig. 6B, B’, D, D'). At early stage 5, faint *Pt-hh* and *Pt-fkh* expression were detected in small numbers of cells, but they did not contribute to shaping the germ disc (Fig. 6F, F’, H, H'). In *fuchi* pRNAi embryos at a later stage (late stage 5), there was no clear separation between cell populations on the embryonic and abembryonic sides, with cell internalizations being highly limited (Fig. 6I, I1’, I1", I2', I2"). The only cells situated below the surface layer were cells at or near the embryonic pole (Fig. 6I1', I1"), which were associated with β-catenin concentrations marking the CM cell cluster. These observations suggested that *fuchi* knockdown prevented the demarcation of a forming germ disc and interrupted the formation of the germ layers.

**Fig. 6:**
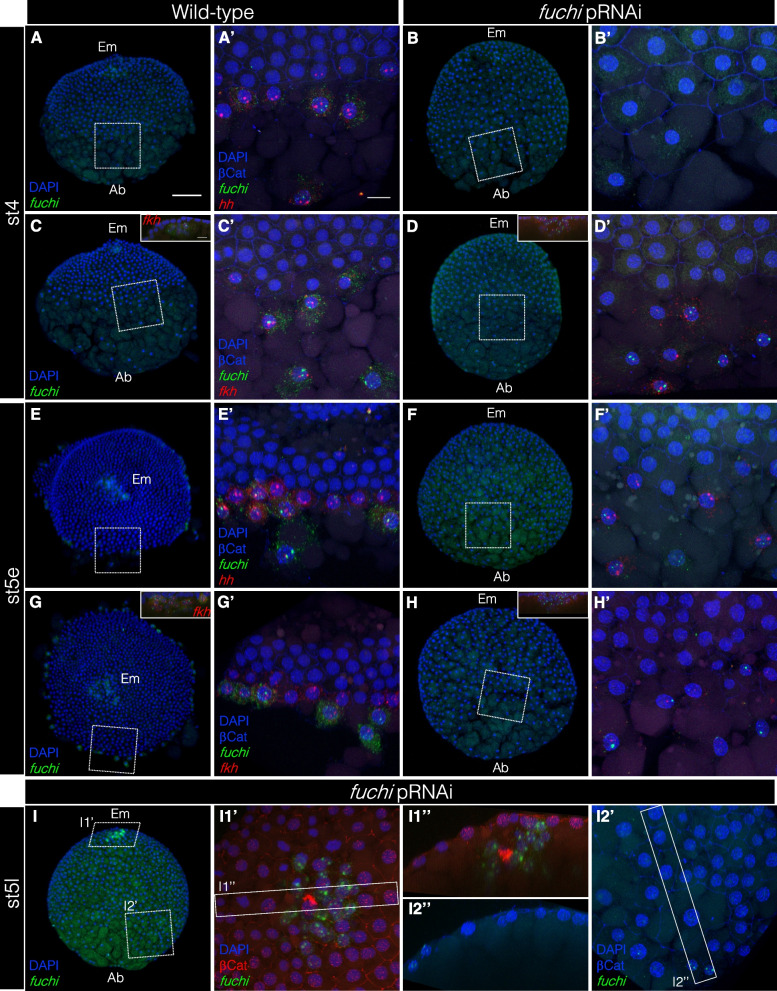
Defects of *fuchi* pRNAi embryos in demarcating a forming germ disc. **A–H** Reconstructions of confocal stacks showing wild-type (**A**, **C**, **E**, **G**) and *fuchi* pRNAi (**B**, **D**, **F**, **H**) embryos stained for *fuchi* (green, **A**–**H**) and *Pt-hh* (red, **A**, **B**, **E**, **F**) or *Pt-fkh* (red, **C**, **D**, **G**, **H**) transcripts, DNA (blue, **A**–**H**), and β-catenin (blue, A’–H’; not shown in **A–H**) at stage 4 (**A–D**) and early stage 5 (**E–H**). In **A–D**, **F**, **H**, and **I**, the embryonic side (Em) is to top, with the abembryonic (Ab) to bottom. In **E** and **G**, the embryonic side is viewed from the top. Optical sections show the presence of specific cells expressing *fuchi* at the embryonic pole (insets, **C**, **D**, **G**, **H**). The boxed areas in **A–H** are magnified in A’–H’, respectively. *fuchi* transcript was detectable even in cells on the abembryonic side of *fuchi* pRNAi embryos, although the signals were restricted to within the nuclei. Cells expressing *Pt-hh* and *Pt-fkh* transcripts at reduced levels were observed at regions corresponding to the germ-disc rim and nearby abembryonic region in *fuchi* pRNAi embryos at early stage 5, but these cells did not serve as rim cells demarcating a forming germ disc. **I** Reconstructions of confocal stacks showing a *fuchi* pRNAi embryo stained for *fuchi* transcript (green, **I**, I1’, I2’), DNA (blue, **I**, I1’, I2’), and β-catenin (red, I1’; blue, I2’) at late stage 5. I1’, I2’ High magnification of the boxed areas in **I** as indicated. I1″, I2″ Cross sections of the rectangular regions in I1’ and I2’. The cluster of CM cells were eventually internalized, but with few cells internalized in other regions. Note that the cells spread over the abembryonic side with epithelial integrity retained to a certain extent. Scale bars, 100 µm in **A**; 20 µm in A’, inset of C

### *fuchi* is required for zygotic activation of endodermal and patterning genes

To explore the role of *fuchi* in regulating early *P. tepidariorum* development, we conducted comparative transcriptome analyses of *fuchi* pRNAi versus untreated embryos at stages 2 (11 h AEL), 3 (20 h AEL), and early stage 5 (31 h AEL) using RNA-seq. These analyses identified 6, 139, and 785 DEGs for stages 2, 3 and early stage 5, respectively (FDR < 0.01; Fig. 7A, B; Additional file 9: Tables S9-S11). The experiments were validated by detecting lowered levels of *fuchi* transcript and unaffected levels of the α-catenin (*catA*) transcript in the *fuchi* pRNAi samples in comparison to the untreated ones (Fig. 7C). Except for the *fuchi* gene itself, there was no overlap between the stage-2 and stage-3 DEGs but there was an overlap of 93 genes between the stage-3 and early stage-5 DEGs (Fig. 7B; Additional file 9: Tables S9-S11). According to NCBI’s gene annotation, 26 of the 93 DEGs encoded uncharacterized proteins. Transcripts for the stage-2 DEGs appeared to be maternally supplied (Additional file 3: Fig. S8), which contrasted with those for highly ranked genes from the stage-3 and early stage-5 DEG lists (sorted by FDR value). They tended to show a sharp increase in the transcript level during stages 2 to 4, with no or few transcripts at stage 1, indicating little transcript supply from the mother (Fig. 7C, D). All the top 20 genes from the stage-3 DEG list were included in the stage-5 DEG list (Fig. 7D; Additional file 9: Table S10). Blastx searches against mouse and *Drosophila* RefSeq protein databases resulted in no hits for seven of the top 10 DEGs (E-value < 1e − 5) (Fig. 7C). Transcripts from 8 of the top 10 DEGs (*g1125*, *g2114*, *g20850*, *g17950*, *g12453*, *g27539*, *g486*, and *g26914*) were detected in all or part of the internalized endoderm at late stage 5, and those from 3 of the 8 genes (*g17950*, *g12453*, *g20850*) were detected in cells on the abembryonic side at stage 3 (Additional file 3: Fig. S9). 

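In the stage-3 libraries, *g20850* (uncharacterized; scaffold 4247 of Ptep_1.0, from 41280 to 47624) had 39.3 CPM in c1, 107.8 CPM in c2 and no counts in the 6 i and p libraries. It was at least 151-fold higher in c cells (log2 fold change -12.23, standard error 3.44, adjusted p = 0.0811 from edgeR's quasi-likelihood test). DESeq2's Wald test gave an adjusted p of 0.0019, the only one under 0.05 among the 16 alternative fits of this comparison that give a p, whose highest was 0.531. At stage 4 the gene had 373 and 145 CPM in the c libraries and 0 and 72.6 CPM in the p libraries, the second of which also had counts of other genes higher in c cells, and at early stage 5 it had 74.0 and 113 CPM against 0 and 16.5 CPM.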

Notably, the *g20850* was identified as one of the Group C genes in the initial comparative transcriptome analysis of isolated cells (Fig. 2C; Additional file 3: Fig. S1).

**Fig. 7:**
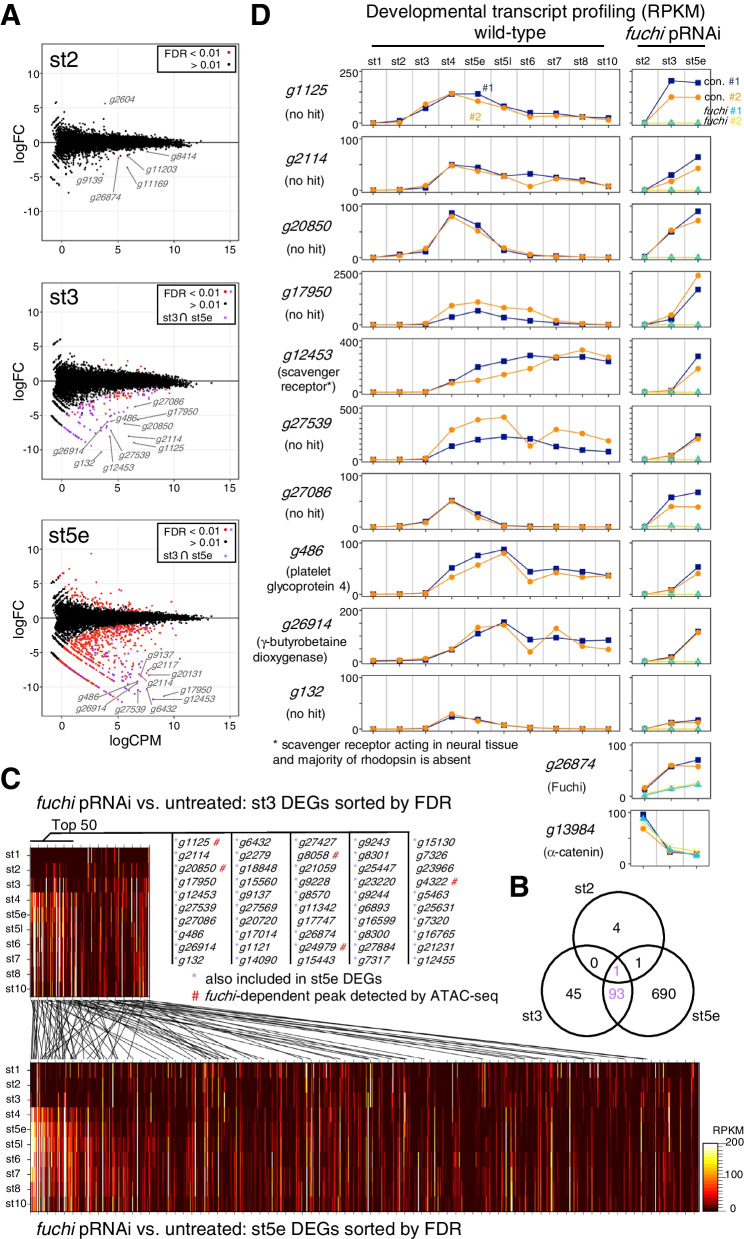
Genome-wide identification of genes whose expression levels are affected following *fuchi* knockdown. **A** MA-plots of log_2_ fold-change (FC) versus log_2_ average expression level (CPM) showing DEGs between *fuchi* pRNAi and control (untreated) embryos at stage 2 (st2), stage 3 (st3), and early stage 5 (st5e). Genes with FDR < 0.01 are highlighted in red or purple, with the purple genes included in both stage-3 and early stage-5 DEG lists. **B** Venn diagram showing the numbers of the DEGs from the three sample types and their overlaps. Note that *fuchi* (*g26874*) itself is included in all the DEG lists. **C** Graphs showing developmental profiling of the transcript levels for the top 10 DEGs from the stage-3 samples in wild-type embryos and the effects of *fuchi* pRNAi on the transcript levels. Top-hit proteins that resulted from blastx searches against mouse and *Drosophila* RefSeq protein databases are shown, although with no hits obtained with seven of the ten genes (E-value < 1e − 5). Data on *fuchi* (*g26874*) and α-catenin (*g13984*) validated the experiments. **D** Heat maps showing developmental profiling of the transcript levels for all the DEGs from the stage-3 (upper) and early stage-5 (lower) samples in wild-type embryos (sorted by FDR values). The top 50 DEGs from stage-3 are listed, where the genes included in stage-5 DEGs are indicated by purple asterisks. Genomic regions differentially accessible between wild-type and *fuchi* pRNAi embryos at stage 3 were found to be located within or close to some of the DEGs marked by “#” (related to Fig. 8 and Additional file 10: Table S13)

The stage-3 *fuchi* pRNAi DEG list also included several genes previously characterized as key regulators of embryonic patterning in *P. tepidariorum*, such as *Pt-hh* (*g4322*) [30], *Pt-sog* (*g23966*) [29], and *Pt-Delta* (*g25248*) [32] (Additional file 3: Fig. S10; Additional file 9: Table S10). Despite the effects of *fuchi* knockdown on the expression of these patterning genes, certain patterning events involving *Pt-msx1* and *Pt-Delta* expression were initiated around the blastopore in *fuchi* pRNAi embryos (Additional file 3: Fig. S10). *fuchi* knockdown led to a lack of circular patterns of *Pt-hh* and *Pt-otd* expression associated with anterior patterning, but its effects on the *Pt-hh* and *Pt-otd* expression levels in whole embryos at early stage 5 were limited (Additional file 3: Fig. S10).

Taken together, these results suggested that *fuchi* is required for the zygotic activation of a set of endodermal genes and of some patterning genes at stage 3 or shortly before. In addition, *Pt-GATA4* (*g25261*), the likely counterpart of *Drosophila srp* [59], and *Pt-GATA5* (*g8337*) were included in the stage-5 *fuchi* pRNAi DEG list but not in the stage-3 one (Additional file 9: Tables S9, S10).

### *fuchi* is involved in regulating chromatin accessibility in specific genomic regions in early embryos

Certain GATA family members act as pioneer transcription factors that can influence chromatin structure [60]. Therefore, we considered the possibility that *fuchi* controls the transcription of downstream genes through chromatin structure regulation. To investigate this possibility, we conducted assay for transposase-accessible chromatin using sequencing (ATAC-seq) of wild-type (untreated), *fuchi* pRNAi, and *Pt-hh* pRNAi embryos at stage 3 (18 h AEL), obtaining genome-wide datasets on chromatin accessibility. Read counts in ATAC-seq peaks were subjected to comparative analyses, and 317 genomic regions that were differentially accessible between the *fuchi* pRNAi and untreated samples but only 3 between the *Pt-hh* pRNAi and untreated samples were identified (Fig. 8A; Additional file 10; Tables S12, S13; Additional file 11; Tables S14, S15; FDR < 0.05). This indicated that the *Pt-hh* pRNAi samples served as a negative control for assessing the impact of *fuchi* knockdown. The two comparisons revealed only one shared genomic region (Fig. 8A; Additional file 10; Table S13; Additional file 11; Table S15), which potentially reflected a nonspecific effect stemming from pRNAi treatment. Therefore, 316 genomic regions where chromatin accessibility was significantly affected following *fuchi* knockdown in stage-3 embryos were identified (Fig. 8B).

**Fig. 8:**
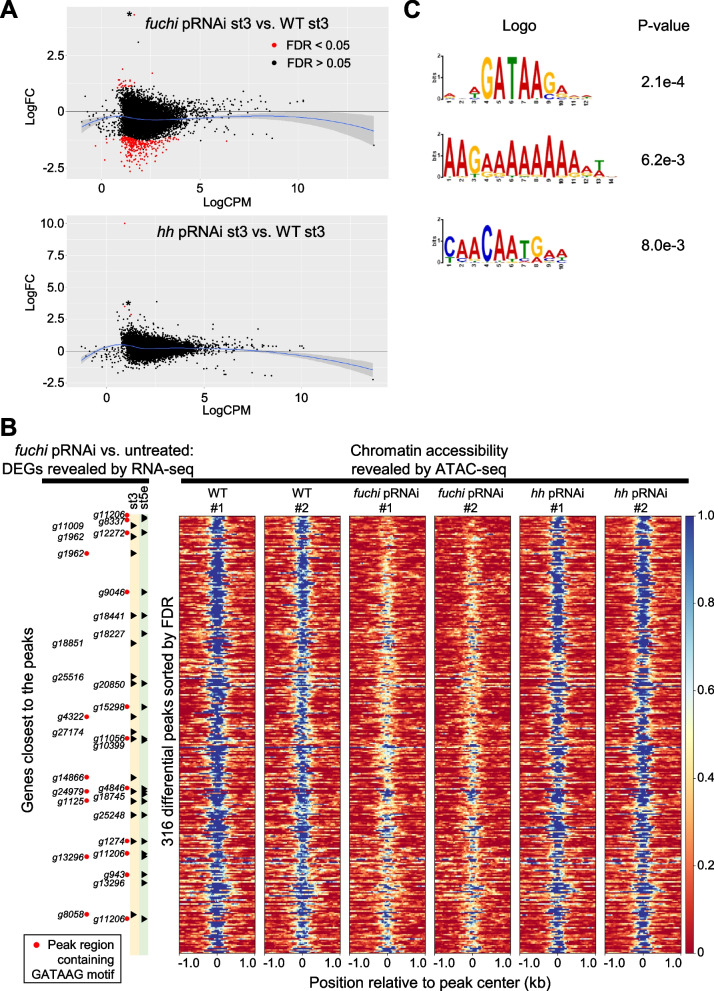
Effect of *fuchi* knockdown on chromatin accessibility in specific genomic regions in stage-3 embryos. **A** Distributions of differentially accessible genomic regions identified by comparisons between ATAC-seq datasets from *fuchi* (upper) or *Pt-hh* (lower) pRNAi and wild-type embryos. MA-plots represent log_2_ fold-change (FC) versus log_2_ average ATAC signal abundance (CPM). Two biological replicates were obtained from each sample type and analyzed. Significant differentially accessible regions (FDR < 0.05) are highlighted in red. Blue lines are loess fits to each distribution with 95% confidence intervals shaded in gray. Asterisks indicate positive peaks at the same genomic region. Detection of this region might not be specific to *fuchi* activity. **B** Heat maps showing chromatin accessibilities in the 316 genomic regions identified as *fuchi*-dependent (sorted by FDR values). The intensity of ATAC-seq signals is color-coded. The mid position of each identified peak region is centered. Data from the biological replicates are individually shown. Some of the identified regions are located close t o or within the loci of DEGs identified by the RNA-seq analyses, as shown on the left side. **C** Motif sequences enriched in the *fuchi-*dependent peaks, as revealed by a motif discovery tool STREME [104]. Peak regions containing detected motif sequences, RNWGATAAGAVW, are indicated in B (red dots)

Most of these regions (276/316, 93%) showed suppressed accessibility upon *fuchi* knockdown (Fig. 8A, B), and 30 of them were found to be located closer to (or within) genes included in the *fuchi* pRNAi DEG lists (for stage-3 and/or early stage-5) than to any other annotated genes (Fig. 8B; Additional file 10: Table S13). Moreover, motif discovery search revealed that motif sequences RNWGATAAGAVW, similar to typical GATA-binding motif sequences, were significantly enriched among the sequences of the *fuchi*-dependent chromatin accessibility peaks (Fig. 8C). *fuchi*-dependent chromatin accessibility peaks containing these motif sequences were actually present within or close to some of the genes identified by the comparative transcriptome analyses of *fuchi* pRNAi versus untreated embryos (Fig. 8B).

Notable examples of such genes were the top-ranked gene from the stage-3 *fuchi* pRNAi DEG list (*g1125*), the key patterning gene *Pt-hh* (*g4322*), and the canonical GATA family member *Pt-GATA5* (*g8337*) (Fig. 9A, B, C). *g1125* was predicted to encode an uncharacterized product containing two potential transmembrane domains (XP_015915605.1; Fig. 9D). Genes encoding homologous proteins to this product were detected in the genomes of at least three other Araneoidea species, *Araneus ventricosus* (GBO06802.1), *Argiope bruennichi* (KAF8764632.1), and *Oedothorax gibbosus* (KAG8179838.1) (Fig. 9D), but any non-Araneoidea protein sequences that showed similarity to these products (E-value < 1) were not found in the NCBI non-redundant protein sequence collection (March 7, 2022). *Pt-GATA5* transcript, like *fuchi*, was observed in cEND, CM, and pEND cells at stage 5 and widely distributed endoderm cells at stage 7 (Fig. 9E, F). Altogether, these results suggested that *fuchi* is required for establishing “open” states of chromatin structure in specific genomic regions, some of which are associated with endodermal and patterning genes expressed in the early stages.

**Fig. 9:**
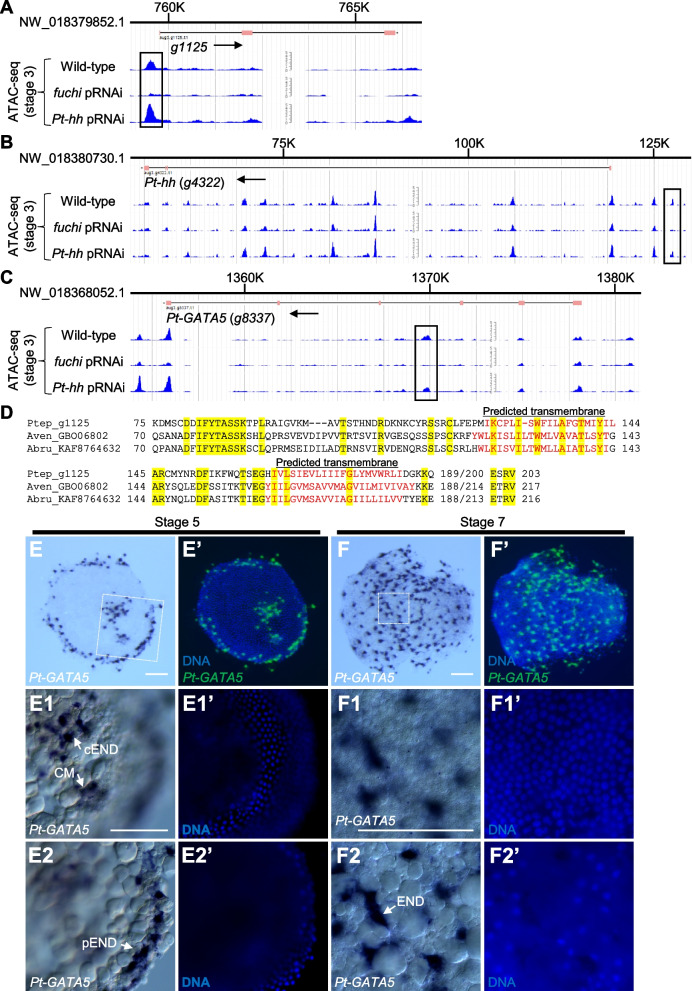
Three notable examples of genes revealed by combined analyses of the RNA-seq and ATAC-seq datasets. **A–C** Normalized ATAC-seq signal of stage-3 wild-type, *fuchi* pRNAi, and *Pt-hh* pRNAi embryo at the *g1125* (**A**), *Pt-hh* (*g4322*) (**B**), and *Pt-GATA5* (*g8337*) (**C**) loci. Line with ticks at the top represents the scaffold sequence, below which annotated exons (pink boxes) and introns (black lines) are shown. *fuchi*-dependent peak regions are indicated by open rectangles. Arrows indicate the orientation of the gene. **D** Amino acid sequence alignment of the *g1125* protein and its homologs detected in the genomes of two other spider species *Araneus ventricosus* (GBO06802.1) and *Argiope bruennichi* (KAF8764632.1). Residues identical across all proteins are presented with a yellow background. Residues shown in red indicate regions predicted as transmembrane domains by InterProScan version 5.53–87.0 [108]. **E**, **F** Detection of *Pt-GATA5* transcript and DNA (E', F') in stage-5 (**E**) and stage-7 (**F**) embryos using chromogenic WISH. E1, E2, F1, F2 High magnification of the boxed areas in **E** and **F**, along with counter staining for DNA (E1’, E2’, F1’, F2’). The focal plane is at two different depths; the plane shown in E2 and F2 is deeper than that in E1 and F1, respectively. Signals are observed in cEND, CM, and pEND cells, which are located below the germ-disc epithelial layer, and in evenly distributed endoderm (END) cells, which are located below the germ band epithelial layer. Scale bars, 100 µm

### Detection of consistent endodermal gene expression based on single-nucleus and single-cell RNA-seq datasets

In a recent separate study, we performed single-nucleus and single-cell RNA-seq analysis of late stage 5 embryos in *P. tepidariorum* [61]. In this study, clearly isolated endodermal cell clusters, which were marked by a known early endoderm marker 012_A08 [56], were identified (Additional file 3: Fig. S11). Strong *fuchi* expression was detected in these clusters, with weaker levels of *fuchi* expression being additionally detected in mesodermal (marked by *Pt-twi*) [58] and dorsal germ-disc (marked by *Pt-GATA1*) [61] cell populations. At the same time, the endoderm-specific expression of *Pt-GATA4* and *Pt-GATA5* was confirmed. In contrast to *fuchi*, and the two canonical GATA genes, *Pt-hh* expression was missing or largely reduced in the endodermal cell populations at late stage 5. These data were consistent with the staining data shown in Fig. 5 and Fig. S7 (Additional file 3). The single-nucleus and single-cell RNA-seq datasets further confirmed that most of the high-ranking genes from stage-3 *fuchi* pRNAi DEG list showed endoderm-specific expression at late stage 5 (Additional file 3: Fig. S12).

## Discussion

We conducted genome-based research using the spider *P. tepidariorum* to explore the variations in the mechanisms of early embryonic development in the phylum Arthropoda. A key initial attempt in this study was to analyze transcriptomes of cells isolated from different regions of the early spider embryo. This allowed for the genome-wide identification of candidate genes whose expression might be locally restricted along the emerging first embryonic axis, without relying on knowledge from other organisms. Although similar approaches to identifying localized transcripts in early animal embryos have been reported in non-arthropod animals [17, 62, 63], early arthropod embryos are rarely studied in such a way.

A benefit of using *P. tepidariorum* is the applicability of a simple gene knockdown technique, that is, pRNAi. This allowed us to carry out a functional screen of some of the listed genes. Gene-specific embryonic phenotypes were obtained using 3 of the 19 genes tested (15%). Compared with similar screening efforts, we previously made following sequence-based gene selection, this small proportion is not surprising [30]. Although similar RNAi-based gene knockdown is available in certain arthropods, such as *Tribolium castaneum*, it is important to note that the *P. tepidariorum* system allows for the easy monitoring of early embryonic developmental processes, even following pRNAi treatment. Time-lapse recording of the phenotypes from early stages gave sharable, rich, objective information on gene functions and the timing of their actions. Early defects often lead to reduced characteristic morphologies at later stages. Exclusion of common spontaneous defects is required for effective functional screening. Direct detection of the earliest developmental defects following knockdown treatments in the initial screening could simplify the structuring of our interests. Despite the small scale of the functional screen we conducted, incomparable with the large-scale, unbiased RNAi screen in *Tribolium* [23], our results may encourage additional gene-function screens in *P. tepidariorum*.

Unexpectedly, our pRNAi screen found that the cell movement toward the formation of a germ disc was reversed following the knockdown of a GATA-like transcription factor gene, which we named *fuchi nashi* (*fuchi*). This phenotype suggests the presence of a shape-stabilizing phase in the germ-disc development, which likely corresponds to stage 4, during which a line of cells along the border is organized to gain specific gene expressions. *fuchi* expression, however, is initiated much earlier than this stage, in cells outside a forming germ disc, and later continues in all internalizing and internalized endoderm cells. Our comparative transcriptome and chromatin accessibility analyses of *fuchi* pRNAi versus untreated embryos suggested that early *fuchi* activities have broad impacts on zygotic gene activation around stage 3. Lack of the *fuchi* activities appeared to hinder the specification of endoderm fates. The abnormal reversed cell movements in *fuchi* pRNAi embryos could be, at least in part, explained if we assume that the different cell types being specified exhibit different mechanical properties, as proposed in a recent mathematical modelling study [64]. The earliest morphological defects of *fuchi* pRNAi embryos possibly result from a failure to establish the differences in adhesion tension between cell populations.

We showed that early *fuchi* activities influence the expression of some of the key signaling genes involved in embryonic development and pattern formation. These include *Pt-hh*, *Pt-Delta*, and *Pt-sog*. *Pt-hh* and *Pt-Delta*, downregulated in response to *fuchi* knockdown at stage 3, are known to show expression patterns similar to *fuchi* in early embryos (stages 3 and 4) [30, 32], and *Pt-sog*, upregulated oppositely, to be expressed in broad domains of the stage-5 germ disc [29]. Notably, early *Pt-hh* expression initiated from the abembryonic side contributes to the formation of the global polarity in the germ disc and subsequent anterior patterning. In *fuchi* pRNAi embryos, however, no patterning events that should occur from the abembryonic side of the egg were identified. These findings suggest that early *fuchi* activities specify endoderm fates and promote pattern formation in a wide area of the embryo, at the same time. Similar GATA factor-mediated regulation of *hh* expression has been documented in several mammalian and *Drosophila* developmental events [65–67].

The family of GATA transcription factors is known to regulate cell fate specification and cell differentiation during various developmental processes in a wide range of animals [69]. Our functional and phylogenetic characterization of *fuchi* provides the opportunity to reconsider the relationship between the evolution of GATA family members and their developmental roles. We defined “canonical” members of the GATA family, as they have perfectly alignable, close sequences to each other throughout the double zinc finger DNA-binding domain regardless of the phylogenetic distance of the species. The canonical members include all six GATA paralogs in vertebrates, GATA-1 to GATA-6, the only *Nematostella* GATA, *Drosophila* Serpent (Srp), and five *P. tepidariorum* GATA paralogs, Pt-GATA1 to Pt-GATA5. The vertebrate GATAs are phylogenetically classified into two subgroups: GATA-1/2/3 and GATA-4/5/6, while Srp is closer to GATA-4/5/6 [55, 70]. *srp* functions for endoderm specification in early *Drosophila* embryos [71], and vertebrate GATA-4/5/6 genes have developmental roles in endodermal cell lineages [72–75]. Notably, in mammals, GATA-6, in cooperation with GATA-4, is essential in the specification of the primitive and definitive endoderm, through chromatin accessibility regulation [76, 77]. Based on these lines of evidence, the idea that the roles of GATA-4/5/6 genes in endoderm specification and development are conserved across bilaterians has been widely accepted. Consistent with this idea, single-cell and single-nucleus transcriptomes indicated that the likely *srp* ortholog *Pt-GATA4* (*Pt-srp*) appears to be expressed in an endoderm-specific manner at least at late stage 5 of *P. tepidariorum* development (Additional file 3: Fig. S11), although a previous report mentioned that “*Pt-srp* expression starts at stage 8 in the presumptive extraembryonic cells.” [59] Evidently, developmental transcriptomes gave a quantitative indication that there is little *Pt-GATA4* expression at stage 4 and earlier but substantial expression at late stage 5 and later (Additional file 3: Fig. S5). We suggested that instead of *Pt-GATA4*, *fuchi* and *Pt-GATA5* are key GATA family genes contributing to endoderm specification and development in the earlier stages of *P. tepidariorum* development. Although *Pt-GATA5* is a canonical member of the GATA family, it appears to have no orthologous counterpart outside the Araneae. Fuchi is not a canonical GATA factor, having a highly diverged sequence with retaining the dual zinc fingers. *fuchi* appears to act on *Pt-GATA5*, possibly through chromatin accessibility regulation. The *fuchi*-dependent ATAC-seq peak detected in the *Pt-GATA5* locus is located in an intron between exons encoding the two zinc fingers. Sequential regulation of multiple GATA factors in early endoderm specification and the subsequent differentiation process is a shared feature among distantly related bilaterians, including mouse, *C. elegans* and *Drosophila* [77–79]. However, the genetic components responsible for this regulation exhibit no orthologous relationships between the species, even within the Arthropoda, suggesting independent modifications of the GATA-mediated regulatory system for endoderm specification and development in the respective animal lineages.

*fuchi* and its orthologs (GATAL2) were found in sub lineages of the Araneae, including many Araneomorphae taxa but not non-Araneomorphae. These GATA-like genes, regardless of the cysteine spacing patterns in ZF1, have been rapidly evolving their sequences compared to most other GATA and GATA-like genes. Despite this divergence trend, we could define the likely orthologous GATAL2 group using the conservative signature sequence QCV(K/R)CG. Because the amino acid residues homologous to this sequence are involved in binding to specific cofactors, such as the vertebrate Friend of GATA (FOG) and *Drosophila* U-shaped (Ush), in canonical GATA factors [80–82], Fuchi possibly binds to a unique cofactor via this sequence. In relation with GATA cofactors, one of two *P. tepidariorum* homologs of *Drosophila* Ush (*g14866*; the other homolog is *g16893*) was included in both the gene lists obtained from the comparative RNA-seq and ATAC-seq analyses using stage-3 *fuchi* pRNAi embryos (Fig. 8; Additional file 9: Table S10; Additional file 10: Table S13). Certain GATA cofactors are known to exert an inhibitory effect to complicate the GATA factor-mediated transcriptional regulation [65, 66, 83]. Such an inhibitory effect of a GATA cofactor potentially accounts for the transient *Pt-hh* expression in the early abembryonic cell population. High degrees of sequence divergence in the DNA-binding domain of Fuchi and other GATAL2 proteins may be an indication of evolving interactions with cofactors and DNA-binding sites. Previous studies have suggested that N-terminal zinc fingers (ZF1) influence selectivity of DNA-binding sequences [82, 84]. Alternatively, the sequence divergences might have simply resulted from reducing degrees of functional constrains. Future studies will focus on testing these possibilities.

The phylogenetic origin of the *fuchi* activity in early endoderm specification and those of the regulatory connection between *fuchi* and *Pt-GATA5*, is an intriguing issue that provides molecular clues regarding the diversification mechanism of the process of early embryonic development. The formation of a sharply demarcated germ disc is not a common feature of early spider development. In Theridiidae spider embryos, the formation of the germ disc involves an appearance of two distinct endoderm or endoderm-like cell populations derived from both polar regions of the early embryo, and the formed sharp boundary of the germ disc serves as sites of endoderm and mesoderm cell internalization, as well as sites of sending patterning signals [30, 32, 41, 44]. These developmental strategies have potential merits of gaining parallel processes, which may allow for a more rapid development. In the embryos of many other spider species, including three distinct examples from outside the Araneoidea, *Cupiennius salei* [45], *Pholcus phalangioides* [46], and *Hasarius adansoni* [85], cell movements causing the germ layers only occur from one of the polar regions, which corresponds to the embryonic pole or the center of the germ disc in the *P. tepidariorum* embryo. The technical term “germ disc” results in potential confusions in documenting the Theridiidae embryonic development. This term is, in certain cases, used to indicate the multicell-layered region of the embryo that results from germ layer formation in spiders and other arthropods [86]. The initial germ disc in Theridiidae embryos, however, is a form of a single epithelial cell layer that precedes the formation of the germ layers [26, 27, 37]. *fuchi* serves as a molecular marker for the cells outside the forming germ disc. *fuchi* homologs may aid in identifying the existence of an evolutionarily conserved abembryonic cell type in other spider species. Complicatedly, the *P. tepidariorum* genome has a paralog of *fuchi* that was presumably generated by recent tandem gene duplication. No corresponding paralog was detected in other Theridiidae and non-Theridiidae spiders. The *fuchi* paralog, *Pt-GATAL2b*, shows little expression at least during the early and mid-embryogenesis of *P. tepidariorum*. Studies on the expression and function of *fuchi*/*Pt-GATAL2b* and *Pt-GATA5* orthologs in the early embryos of other spider species will enable us to further address the problems on the early developmental variations among the Araneae lineages.

This study has produced genome-wide datasets related to molecular and genetic regulation of early embryonic development in *P. tepidariorum*, which can be integrated with single-nucleus and single-cell RNA-seq datasets established in another study [61]. These data resources, as well as the research strategies presented, will facilitate our efforts to dissect the early developmental processes at molecular resolution and establish an independent paradigm of genetic programs for early arthropod development. Importantly, many of the genes revealed in this study encode proteins not yet characterized, thus underscoring the importance of taking genome-based approaches to studying the evolution of animal development.

## Conclusions

Using a Theridiidae spider empowered by genome sequencing, we combined comparative transcriptomes of isolated cells from different regions of early embryos and a pRNAi-based functional screen of genes. This research strategy allowed us to identify a lineage-specific, fast-evolving GATA-like gene, *fuchi*, that is essential for early embryonic development in the spider. *fuchi* is expressed in future endodermal cell populations in the early embryo. Further genome-wide analyses suggest that *fuchi* regulates chromatin state and zygotic gene activation to promote endoderm specification and pattern formation. The presented datasets have rich information about the molecular regulation of early embryonic development in the Theridiidae spider. The presence of many uncharacterized genes under the control of *fuchi* has been revealed. Our genome-based research using a chelicerate arthropod phylogenetically distant from *Drosophila* provides the foundation for molecular and genetic exploration of the variations in early development across Arthropoda.

## Methods

### Spiders

Laboratory stocks of *P. tepidariorum* were maintained at 25 ℃ in 16 h light/8 h dark cycles. Developmental stages of the embryo were determined according to the previous descriptions [28, 58]. To determine the precise time of egg laying, female behaviors were recorded every 5 min using a trail camera.

### Cell isolation

Embryos at stage 3 were dechorionated with 50% commercial bleach for 1 min and rinsed several times with distilled water. After removing water, the embryos were placed on a glass slide with double-sticky tape and immediately covered with halocarbon oil 700 (Sigma-Aldrich). Glass capillaries (2-000-075; Drummond) were prepared in advance by pulling with a puller (PN-3; Narishige). The capillary tip was broken using forceps, just before use, and filled with lysis buffer supplied in Dynabeads mRNA DIRECT Kit (Ambion) by capillary action. Upon the manual manipulation of the capillary under the stereomicroscope, approximately 10–30 cells were sucked from a central, an intermediate, or a peripheral region of the stage-3 embryo and transferred into 0.2-ml tubes containing 10 µl of lysis buffer. The samples were stored at − 80 °C until they were retrieved for RNA extraction.

### RNA-seq of isolated cells

Poly(A) mRNA was extracted using the Dynabeads mRNA DIRECT Kit (Ambion). After fragmentation of the extracted RNA for 5 min at 94 °C, first-strand cDNA synthesis and subsequent cDNA amplification by 22 cycles of polymerase chain reaction (PCR) were performed using the SMARTer stranded RNA-seq kit (Takara). The synthesized first-strand cDNA and amplified cDNA were purified using Ampure XP Beads (Beckman Coulter). Constructed libraries for sequencing were quantified using the Agilent 2100 BioAnalyzer high sensitivity DNA kit (Agilent). Two or three libraries for each region of the stage-3 embryo were sequenced in single-end runs in the antisense direction using the MiSeq reagent kit V3 (150 cycles) on the Illumina MiSeq platform. Over 10 million reads were obtained from each library. Following essentially the same procedure, RNA-seq of cells from central and peripheral regions of stage 4 and 5 embryos was performed.

### Processing of RNA-seq data

The adapter and primer sequences, as well as the first three bases derived from the SMARTer Stranded Oligo, were trimmed from the MiSeq raw reads using CLC Genomics Workbench 7.0.3 (Qiagen). Quality trimming was also performed at the following parameter settings: quality score, limit = 0.05; trim ambiguous nucleotides, maximum number of ambiguities = 2; and filter on length, discard reads below length = 30. Trimmed reads were aligned to the *Parasteatoda tepidariorum* genome (Ptep_1.0, GCA_000365465.1) using the BLAT algorithm [87] in the DNA Data Bank of Japan (DDBJ) Read Annotation Pipeline [88]. Output alignments were filtered using the PERL script filterPSL.pl, which is accessible from the AUGUSTUS 3.0.1 scripts folder (http://github.com/Gaius-Augustus/Augustus) [89], with the following settings: 60% coverage; 90% identity; uniqueness threshold 0.96. The filtered alignments (pslx-format) were converted to sam-format. Based on these sam-format data, the number of mapped reads was counted against the AUGUSTUS gene models (aug3.1; https://i5k.nal.usda.gov/content/data-downloads) [31, 90] using htseq-count v.0.6.1p1 [91] with default settings. The RNA-seq datasets, including the gene count matrix, were deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE193511) [92].

### Comparative analyses of RNA-seq gene count datasets

To assess the consistency of RNA-seq gene count datasets between biological replicates of each sample group, the coefficients of determination were calculated using the gene count matrix and confirmed to exceed 0.85. 

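Over the 11 pairs of replicate libraries within the 7 sample groups, the squared Pearson correlation of counts ranged from 0.842 to 0.903 at stage 3, from 0.889 to 0.928 at stage 4 and from 0.960 to 0.963 at early stage 5. It was computed across the genes with at least 1 CPM in at least 1 library of the stage, and genes are not independent replicates. The lowest value, 0.842, was that of p1 and p3 at stage 3, and it was the 1 pair under 0.85. Across all genes in the count matrix the lowest value was 0.851, without the 10 genes with the highest counts it was 0.817, and on log2(CPM + 1) values the lowest was 0.392, for p2 and p3. Among genes with at least 10 CPM in one library, a median of 23.2% at stage 3, 16.1% at stage 4 and 3.86% at early stage 5 had 3 counts or fewer in a replicate library of the same group.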

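The deposited count matrix lists 27990 genes. With library sizes as counted, 10860 of them had at least 1 CPM in at least 1 of the 8 stage-3 libraries, and with TMM-normalized library sizes the number was 10862. Of the 10860 genes, 2118 (19.5%) reached 1 CPM in 1 library only and 2756 (25.4%) in all 8, and 8742 reached it in at least 2 libraries.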

Out of the 27,990 annotated genes, 10,862 genes showed one or more counts per million (cpm) for at least one of the eight samples (p1-p3, i1-i3, c1, and c2). Count data matrices on these genes (10,862 genes × 8 samples) were used for comparative analyses. Differentially expressed genes (DEGs) were identified using a Bioconductor package edgeR (version 3.8.6) [49]. The following three types of comparisons were set up: comparison I, c1 and c2 vs. p1-p3 and i1-i3; comparison II, p1-p3 vs. c1, c2, and i1-i3; and comparison III, i1-i3 vs. c1, c2, and p1-p3. Two criteria were applied to determine the high-priority candidate genes: first, log_2_FC <  − 10 in comparisons I and II, and log_2_FC > 10 in comparison III; and second, lower FDR values. As the FDR values were only used to rank the DEGs, the genes selected from each comparison for the functional screen included genes with FDR > 0.05.

### cDNA cloning

Full-length or partial cDNAs of newly identified genes were obtained from our collections of expressed sequence tag clones previously described [32, 39] or were isolated by PCR amplification. cDNA fragments cloned in pBluescript II SK( +) (Agilent), pTriplEx2 (Takara), or pZL1 (Invitrogen) were used to synthesize dsRNA for pRNAi and/or RNA probes for in situ hybridization. The primers and cDNA clones used are summarized in Table S16 (Additional file 12).

### Parental RNAi

For dsRNA synthesis, DNA templates with the T7 promoter sequence at both ends were prepared by PCR using appropriate primers depending on the plasmid type used. dsRNAs were synthesized using a Megascript Kit (Ambion) as described previously [29]. One to two microliters of the dsRNA solution at a concentration of 2.0 µg/µl was injected into the abdomen of adult females four times at 2–3-day intervals using pulled glass capillary tubes. In the pilot pRNAi screen, dsRNA against each gene was injected into two or four females. When egg laying took place, more than 10 eggs were randomly selected from each egg sac and transferred into halocarbon oil 700, which allowed us to nondestructively monitor the embryonic development through cleared chorion.

For three genes (*g26874*, *g7720*, *g4238*) that were judged as positive in the pilot screen, 2 or 3 additional dsRNAs were prepared from non-overlapping regions of each of the cDNAs, and each dsRNA was injected into at least 2 females. Development of eggs laid by the injected females were monitored using time-lapse recording, or with occasional visual inspection, under the stereo microscope. *gfp* dsRNA was used as the control. In cases where we examined RNAi-treated embryos at the molecular and cellular level, they were randomly selected from egg sacs, and aliquots of their siblings were confirmed to exhibit severe morphological phenotypes at high frequencies (> 80%).

### Time-lapse microscopy of live embryos

Embryos dechorionated with 50% commercial bleach were placed on a glass slide with double-sticky tape and covered with halocarbon oil 700. When the observation was started from stage 1, the dechorionation step was omitted to prevent possible effect on the development. Images were taken every 5 or 10 min using a stereo microscope (SZX12, Olympus) equipped with a color CCD camera (C7780-10, Hamamatsu Photonics) controlled by AquaCosmos software (Hamamatsu Photonics) or other stereo microscopes (M165C, Leica; or SZX7, Olympus) equipped with a color CMOS camera (WRAYCAM-G200 or -NF300, WRAYMER).

For live imaging of nuclei around the germ-disc/non-germ-disc transition area, dechorionated stage-4 embryos were placed on a glass slide with double-sticky tape, and an embryo appropriately oriented was selected and skewered with a thin glass needle to prevent the embryo from rotating during later development. A 1000 × stock solution of a cell-permeable dye SPY555-DNA (Spirochrome), which was prepared in 50 µl of dimethylsulfoxide, was microinjected into the perivitelline space of the skewered egg. The injecting volume should be low to avoid affecting the development of the embryo from being affected. Approximately 1 h after dye injection, the embryo started to be examined under an Olympus BX50 fluorescence microscope equipped with a cooled CCD camera (CoolSNAP HQ, Roper Scientific) controlled by MetaMorph.version 6.1 (Universal Imaging). Using × 10 objective lens (UPlanAPO 10 × /0.40, Olympus), bright-field and fluorescence 500 × 500 pixel images were acquired every 5 min at exposure times of 10 and 100 ms, respectively. To reduce the excitation light, two neutral density filters (U-ND6-2 and U-ND25-2, Olympus) were used. A single focal plane, which was manually adjusted during approximately 30 h of observation, was recorded at each time point. The observed embryo was checked for its normal development. Time-lapse images were analyzed using Imaris version 7.6.5 and ImageJ version 1.51d. On the Imaris software, cells were manually tracked.

### Molecular phylogenetic analysis of GATA family members

To collect amino acid sequences containing GATA-type DNA-binding domain from many arachnid species and other arthropod and non-arthropod metazoan representative species, we used nucleotide sequence resources presented in Table S7 (Additional file 7), which included coding sequences from sequenced genomes, transcriptome assemblies, and RNA-seq raw data, retrieved from GenBank (NCBI) or GigaScience database. RNA-seq of *Hasarius adansoni* mid-stage embryos was performed in this study, as described below. The RNA-seq data were subjected to de novo assembling using Trinity (version 2.11.0). To identify amino acid sequences coding for GATA-type DNA-binding domains in the retrieved or assembled nucleotide sequences, blastp searches were performed using the Fuchi amino acid sequence as a query with a cut-off e-value of 1e − 2, followed by the systematic selection of sequences that contained at least one GATA-type zinc finger motif sequence (CX_2_CX_16-20_CX_2_C). The identified amino acid sequences were manually aligned and classified based on the detection of signature sequences, excluding GATA-like proteins that had only one GATA-type zinc finger motif. For molecular phylogenetic characterization, a total of 211 amino acid sequences were manually aligned based on unambiguous detection of conserved amino acids (Additional file 7: Table S8; Additional file 13). The molecular phylogeny was inferred using the Maximum Likelihood (ML) method and JTT matrix-based model [93] on the software MEGA11 [94]. For the first ML analysis, 75 amino acid sites from 118 sequences were used (Additional file 14). For the second ML analysis, 63 amino acid sites from 168 sequences were used (Additional file 15). None of the amino acid sites contained gaps.

### RNA-seq of whole embryos

For RNA-seq analyses of *fuchi* pRNAi embryos, mated adult females were injected with approximately 1–2 µl of *fuchi* dsRNA solution (2 µg/µl) four times at 2- to 3-day intervals. For RNA extraction, 50–100 embryos at stage 2 (11 h AEL), 3 (20 h AEL), and early stage 5 (31 h AEL) that were derived from egg sacs produced by the injected females 2 days before (untreated) and 18–19 days after the first injection of the dsRNA were used. Two biological replicates were prepared for each sample type. The mRNA extraction and library construction for sequencing were performed as previously described [36]. The libraries were quantified using the Library quantification kit (Takara) and Thermal cycler Dice Realtime TP800 (Takara) and sequenced in single-end runs (150 cycles) in the antisense direction on the Illumina MiSeq platform. The sequence reads were processed as previously described [36], and the datasets were deposited in the GEO database (GSE193650) [95]. Estimates of DEGs between untreated and *fuchi* pRNAi embryos at each stage were performed using EdgeR (version 3.8.6).

For the *H. adansoni* RNA-seq, poly(A) mRNA was extracted using a QuickPrep Micro mRNA purification kit (GE Healthcare) from 20 sibling mid-stage embryos with extending limbs. Library construction for sequencing was performed as previously described [36]. The library was sequenced in a paired-end run (150 × 2 cycles) on the Illumina Miseq platform, and the raw reads (SRR17326784) and the *H. adansoni* transcriptome assembly (GJQJ00000000) were deposited in GenBank [96].

### ATAC-seq of whole embryos

ATAC-seq was performed following the procedure described by Buenrostro et al. [97] with modifications considering the procedure reported by Haines and Eisen [98]. In brief, 40 whole embryos at stage 3 (18 h AEL) were homogenized using disposable pellet pestles (12–141-368; Fisher Scientific) and 1.5-mL Eppendorf tubes (0030125150) in 50 µl lysis buffer (10 mM Tris, 10 mM NaCl, 3 mM MgCl_2_, adjusted to pH 7.4 with HCl) containing 0.15 mM spermidine, after which 50 µl of lysis buffer and 1 µl of 10% Nonidet P-40 were added as the pestle was rinsed. After a 10-min incubation, nuclei were spun down at 800* g* and resuspended in 17.5 µl water, followed by the addition of 25 µl of 2 × TD buffer (Illumina) and 7.5 µl of Nextra Tn5 transposase (Illumina). Transposed DNA was purified using MinElute Reaction Cleanup Kit (Qiagen) and amplified with Illumina Nextera Transposase Adaptors index PCR primers, and the amplified DNA was purified using Ampure XP Beads (Beckman Coulter). Constructed libraries were paired-end sequenced (151 bp reads × 2) on the Illumina HiSeq X Ten system.

Comparative analyses of ATAC-seq datasets from three different sample types (wild-type, *fuchi* pRNAi, and *Pt-hh* pRNAi) were performed basically following the procedure described by Reske et al. [99] with slight modifications based on guidelines provided by Gasper [100] and Delisle et al. [101]. Two biological replicates were obtained from each sample type. ATAC-seq raw reads were trimmed for adaptor and primer sequences and low-quality sequences using Trim Galore! with default settings. Trimmed reads were then aligned to the *P. tepidariorum* genome (Ptep_2.0) using bowtie2 v2.2.5 with default settings. Reads mapped with low-quality scores (less than 30) were removed using samtools (version 1.9). PCR duplicates were removed using Picard MarkDuplicates (version 2.23.4). The alignments of filtered reads to the genome were saved as bam files. Peak calling was performed using the ATAC-seq mode of Genrich (version 6.0). Differential accessibility analysis was performed using a Bioconductor package, *csaw* [102]. Peak regions called in both replicates of each sample type were extracted, and the peak regions extracted from the three sample types were merged. Reads were counted in peaks, with low abundance peaks (log CPM <  − 3) removed. Read counts were subject to normalization with the trimmed mean of *M* values (TMM) method [103]. Differential accessibility was estimated using the glmQLFit and glmQLFTest functions in EdgeR (version 3.32.0). Peaks with FDR < 0.05 were considered as significant. To discover motif sequences in the identified differential peak regions, STREME [104] was used.

Wild-type whole embryos at stages 1 (9 h AEL) and 2 (12 h AEL) were similarly analyzed by ATAC-seq to detect genomic regions differentially accessible between the different stages (stages 1 to 3), but no clear results were obtained. All the ATAC-seq datasets were deposited in the GEO database (GSE193870) [105].

### Staining of embryos

Antisense RNA probes for in situ hybridization were prepared by in vitro transcription using Digoxigenin- or Dinitrophenyl-conjugated UTP (DIG, Roche 11,277,073,910; DNP, PerkinElmer NEL555001EA) as previously described [56]. Whole-mount in situ hybridization with chromogenic substrate was performed in the previously described manner [29] with the exception of an additional tyramide-based signal amplification (TSA) process described previously [56]. In brief, after washing DIG-conjugated RNA probes, the samples were incubated with anti-DIG-POD antibody (11,633,716,001, Roche; 1:500 dilution) and then reacted with DNP-tyramide (NEL747, PerkinElmer). In the detection step, anti-DNP-AP antibody (MB-3100, Vector; 1:50) and NBT/BCIP were used. Most samples were counterstained with 4’,6-diamidino-2-phenylindole (DAPI; Sigma-Aldrich).

Double-color FISH was performed as previously described [56]. To visualize the DIG- and DNP-conjugated probes, anti-DIG-POD (Roche 11,633,716,001; 1:500) and anti-DNP-HRP (PerkinElmer FP1129; 1:100) were used in combination with DyLight488-tyramide and DyLight680-tyramide, respectively.

Single- and double-color FISH were combined with immunostaining for β-catenin in certain cases (Figs. 5 and 6), where Proteinase K treatment prior to hybridization was omitted. After completing the FISH procedure, the embryos were incubated with rabbit anti-β-catenin antibody (C2206, Sigma-Aldrich 1:500) and then with Cy3-conjugated anti-rabbit IgG antibody (AP187C, Chemicon; 1:200), followed by counterstaining with DAPI.

### Image acquisition and processing

Images for chromogenically stained WISH samples were obtained using a stereo microscope (SZX12, Olympus), a fluorescence unit BT-ExSMOP (Biotools), and a CCD camera (C7780-10, Hamamatsu Photonics). For confocal microscopy of fluorescently stained embryos, the whole embryos were individually mounted on glass slides with spacers of approximately 100–500 µm, which were adjusted depending on the sample using sticky tape (CT-18S, Nichiban) and silicone vacuum grease (335,148, Beckman). To view different sides of a single embryo, it was rotated after being mounted on the glass slide. The embryos were examined using a Leica TCS SPE confocal system equipped with four laser sources (405, 488, 532, and 635 nm), which were used to excite DAPI, DyLight488, Cy3, and DyLight680, respectively. Acquired confocal stacks were processed and analyzed using Imaris version 7.6.5 (Bitplane) and ImageJ version 1.51d. The Imaris snapshot feature and oblique slicer tool were used to obtain images capturing the embryonic regions of interest. Linear signals of cell–cell adherens junctions visualized by β-catenin staining were traced in Adobe Photoshop CS5 ver. 12.0.4.

## Supplementary Information

**Additional file 1: Movie S1.** Time-lapse video of sibling *Parasteatoda tepidariorum* embryos. The left embryo is the same as shown in Fig. 1. Time after egg laying (AEL) is indicated. Scale bar, 100 µm.

**Additional file 2: Table S1.** List of DEG candidates identified by comparative transcriptome analysis of c versus i/p cells from stage-3 embryo (comparison I). **Table S2.** List of DEG candidates identified by comparative transcriptome analysis of p versus c/i cells from stage-3 embryo (comparison II). **Table S3.** List of DEG candidates identified by comparative transcriptome analysis of i versus c/p cells from stage-3 embryo (comparison III). **Table S4.** List of DEG candidates indentified by comparative transcriptome analysis of c versus p cells from stage-4 embryo. **Table S5.** List of DEG candidates identified by comparative transcriptome analysis of c versus p cells from early stage-5 embryo.

**Additional file 3: Figure S1.** Chromogenic WISH of stage-3 embryos using probes for 19 selected DEG candidates. **Figure S2.** Validation of the specificity of the RNAi effects for *g26874*, *g7720*, and *g4238*. **Figure S3.** Location of *P. tepidariorum* GATA and GATA-like genes on scaffolds of the genome assembly Ptep_3.0. **Figure S4.** ML tree of 168 canonical and non-canonical GATA family members from Araneae, non-Araneae chelicerates, non-chelicerate arthropods, non-arthropod bilaterians, and cnidarian, using 63 amino acid sites. **Figure S5.** Developmental transcript profiling of *P. tepidariorum* GATA family genes in wild-type embryos. **Figure S6.** Cell counting in a stage-3 embryo stained for *fuchi*. **Figure S7.** *fuchi* expression in pEND cells. **Figure S8.** Characterization of 5 DEG candidates from the comparative transcriptome analysis of stage-2 *fuchi* pRNAi versus untreated embryos. **Figure S9.** Characterization of the top-10 DEG candidates from the comparative transcriptome analysis of stage-3 *fuchi* pRNAi versus untreated embryos. **Figure S10.** Effects of *fuchi* RNAi on expression of selected genes. **Figure S11.** Single-nucleus transcriptome data showing endodermal and mesodermal cell populations in late stage-5 embryos. **Figure S12.** Single-nucleus and single-cell transcriptome data showing cell populations expressing the genes regulated by *fuchi*.

**Additional file 4: Table S6.** Summary of a pilot pRNAi screen of 19 selected genes.

**Additional file 5: Movie S2.** Time-lapse video showing phenotypes* gfp*, *g26874*, *g7720*, and* g4238 *pRNAi embryos. Time after egg laying (AEL) and time after start of recording are indicated. Movie starts are adjusted by the timing of blastoderm formation. Some of the embryos are the same as those shown in Fig. 3A. Scale bar, 100 µm.

**Additional file 6: Movie S3.** Tracking of cells in wild-type and *g26874* pRNAi embryos. In the *g26874* pRNAi embryo, cells on the abembryonic side initially shift toward forming a germ disc but, later, they return back. Time after start of recording is indicated.

**Additional file 7: Table S7.** List of bioinformatic resources used for phylogenetic characterization of Fuchi and other GATA family members in spiders. **Table S8.** Amino acid sequence alignment and classification of GATA family members from spiders and other metazoans.

**Additional file 8: Movie S4.** Time-lapse video showing cell internalizations taking place around the germ-disc rim. Nuclei labeled by SPY555-DNA are presented in white. The germ disc on the embryonic side is to the lower right, while the non-germ-disc region on the abembryonic side is to the upper left. Internalizing cells are tracked. Cells from the non-germ-disc region are moving to below the germ-disc epithelium. Later, cells at the germ-disc rim internalize. Time [d : h : m] after start of recording is indicated.

**Additional file 9: Table S9.** List of DEGs identified by comparative transcriptome analysis of* fuchi* pRNAi versus untreated embryos at stage 2. **Table S10.** List of DEGs identified by comparative transcriptome analysis of* fuchi* pRNAi versus untreated embryos at stage 3. **Table S11.** List of DEGs identified by comparative transcriptome analysis of* fuchi* pRNAi versus untreated embryos at early stage 5.

**Additional file 10: Table S12.** Data from comparative analysis of read counts in extracted ATAC-seq peaks between* fuchi* pRNAi and wild-type embryos at stage 3 using edgeR. **Table 13.** List of differential ATAC-seq peaks between* fuchi* pRNAi and wild-type embryos at stage 3 (FDR < 0.05).

**Additional file 11: Table S14.** Data from comparative analysis of read counts in extracted ATAC-seq peaks between *Pt-hh* pRNAi and wild-type embryos at stage 3 using edgeR. **Table S15.** List of differential ATAC-seq peaks between *Pt-hh* pRNAi and wild-type embryos at stage 3 (FDR < 0.05).

**Additional file 12: Table S16.** Primers and cDNA clones used for RNAi and in situ hybridization.

**Additional file 13.** Multi-fasta format file of 212 protein sequences used for molecular phylogenetic characterization.

**Additional file 14.** Multi-fasta format file of 118 sequences (75 amino acid sites) used for the first ML analysis.

**Additional file 15.** Multi-fasta format file of 168 sequences (63 amino acid sites) used for the second ML analysis.

## Data Availability

Raw and processed data for the comparative RNA-seq and ATAC-seq analyses are accessible from NCBI GEO (GSE193511, GSE193650, and GSE193870) [92, 92, 92]. The data aligned to the reference genome can be viewed on our web database (https://www.brh2.jp) [106]. The nucleotide sequences determined for *fuchi* and *Pt-GATA5* are available under the accessions LC671429 and LC671430 in the DDBJ/EMBL/GenBank International Nucleotide Sequence Databases. The sources of sequence data used in the molecular phylogenetic analysis are listed in Additional file 7: Tables S7 and S8. Supplementary movies showing the pilot pRNAi screen and the pRNAi specificity validation are available on figshare [50].

## Abbreviations

AEL: After egg laying
ATAC-seq: Assay for transposase-accessible chromatin using sequencing
BR: Basic region
CPM: Counts per million
DAPI: 4’,6-Diamidino-2-phenylindole
DDBJ: DNA Data Bank of Japan
DEG: Differentially expressed gene
dsRNA: Double-stranded RNA
FC: Fold-change
FDR: False discovery rate
GEO: Gene Expression Omnibus
ML: Maximum likelihood
NCBI: National Center for Biotechnology Information
PCR: Polymerase chain reaction
pRNAi: Parental RNA interference
RNA-seq: RNA sequencing
RPKM: Reads per kilobase of transcript, per million mapped reads
WISH: Whole-mount in situ hybridization
ZF: Zinc finger

# Supplementary material for: Lineage-specific, fast-evolving GATA-like gene regulates zygotic gene activation to promote endoderm specification and pattern formation in the Theridiidae spider
**Source:** BMC Biol. 2022 Oct 6;20:223. doi: 10.1186/s12915-022-01421-0
**Supplement:** Supplementary file 3 — Additional file 3: Figure S1. Chromogenic WISH of stage-3 embryos using probes for 19 selected DEG candidates. Figure S2. Validation of the specificity of the RNAi effects for g26874, g7720, and g4238. Figure S3. Location of P. tepidariorum GATA and GATA-like genes on scaffolds of the genome assembly Ptep_3.0. Figure S4. ML tree of 168 canonical and non-canonical GATA family members from Araneae, non-Araneae chelicerates, non-chelicerate arthropods, non-arthropod bilaterians, and cnidarian, using 63 amino acid sites. Figure S5. Developmental transcript profiling of P. tepidariorum GATA family genes in wild-type embryos. Figure S6. Cell counting in a stage-3 embryo stained for fuchi. Figure S7. fuchi expression in pEND cells. Figure S8. Characterization of 5 DEG candidates from the comparative transcriptome analysis of stage-2 fuchi pRNAi versus untreated embryos. Figure S9. Characterization of the top-10 DEG candidates from the comparative transcriptome analysis of stage-3 fuchi pRNAi versus untreated embryos. Figure S10. Effects of fuchi RNAi on expression of selected genes. Figure S11. Single-nucleus transcriptome data showing endodermal and mesodermal cell populations in late stage-5 embryos. Figure S12. Single-nucleus and single-cell transcriptome data showing cell populations expressing the genes regulated by fuchi.

**Additional file 3:**  
**Supplementary Figures**  
**(Figs S1 to S12)**

**Lineage-specific, fast-evolving GATA-like gene regulates zygotic gene activation to promote endoderm specification and pattern formation in the Theridiidae spider**

Sawa Iwasaki-Yokozawa<sup>1</sup>, Ryota Nanjo<sup>1,2</sup>, Yasuko Akiyama-Oda<sup>1,3,4</sup>, Hiroki Oda<sup>1,2,\*</sup>

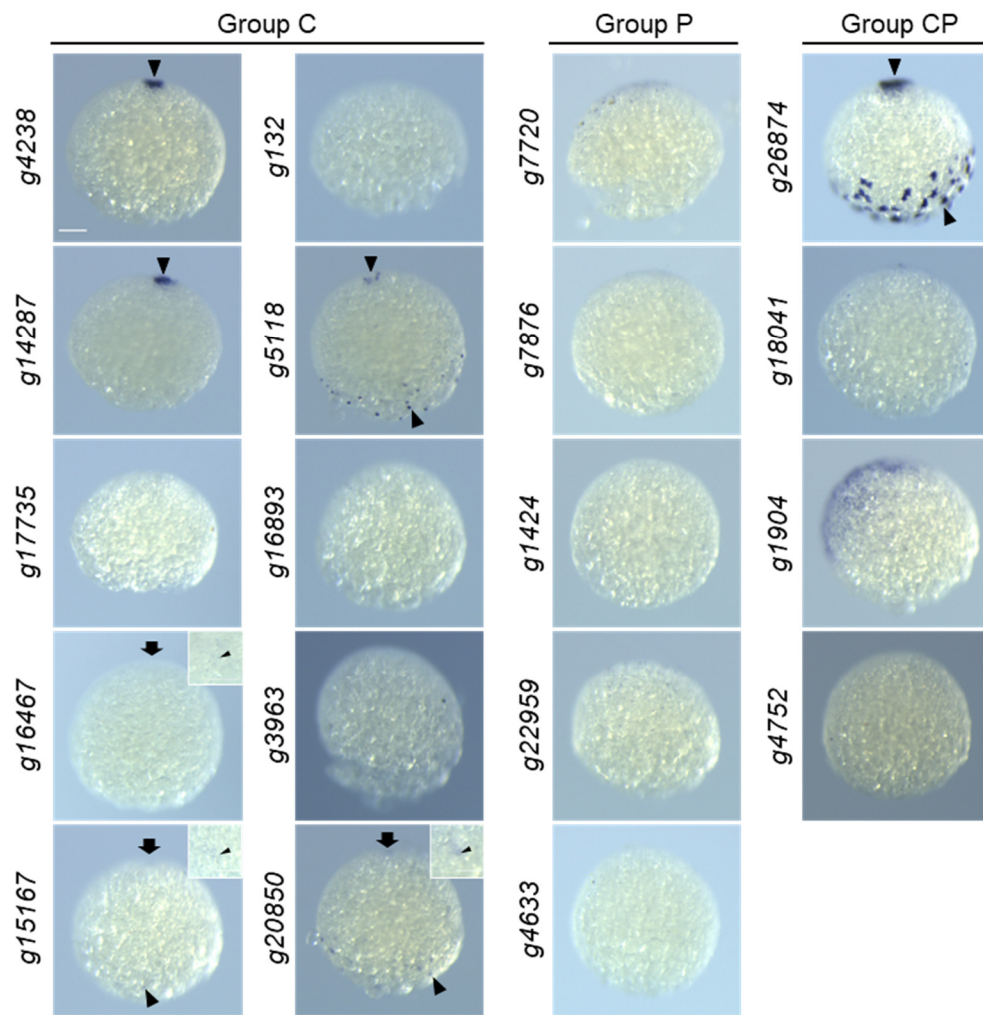

**Fig. S1. Chromogenic WISH of stage-3 embryos using probes for 19 selected DEG candidates.** For a pilot functional screen, 19 high-priority genes were selected from the DEGs identified by the comparative transcriptomes of cells isolated from 3 different regions of stage-3 embryo (see Fig. 2). The genes were grouped based on the DEG lists they come from (Groups C, P, and CP). All panels show the lateral view of stage-3 embryos stained by WISH using probes for the selected DEGs, as indicated. The forming germ disc is to the top. Transcripts for *g4238*, *g14287*, and *g16467* were detected at the embryonic pole, those for *g15267*, *g5118*, *g20850*, and *g26874* were both at the embryonic pole and in cells on the abembryonic side. Insets show high-magnification of a square region centered at the embryonic pole (fat arrows). Arrowheads denote reproducibly detected signals. Scale bar, 100  $\mu$ m.

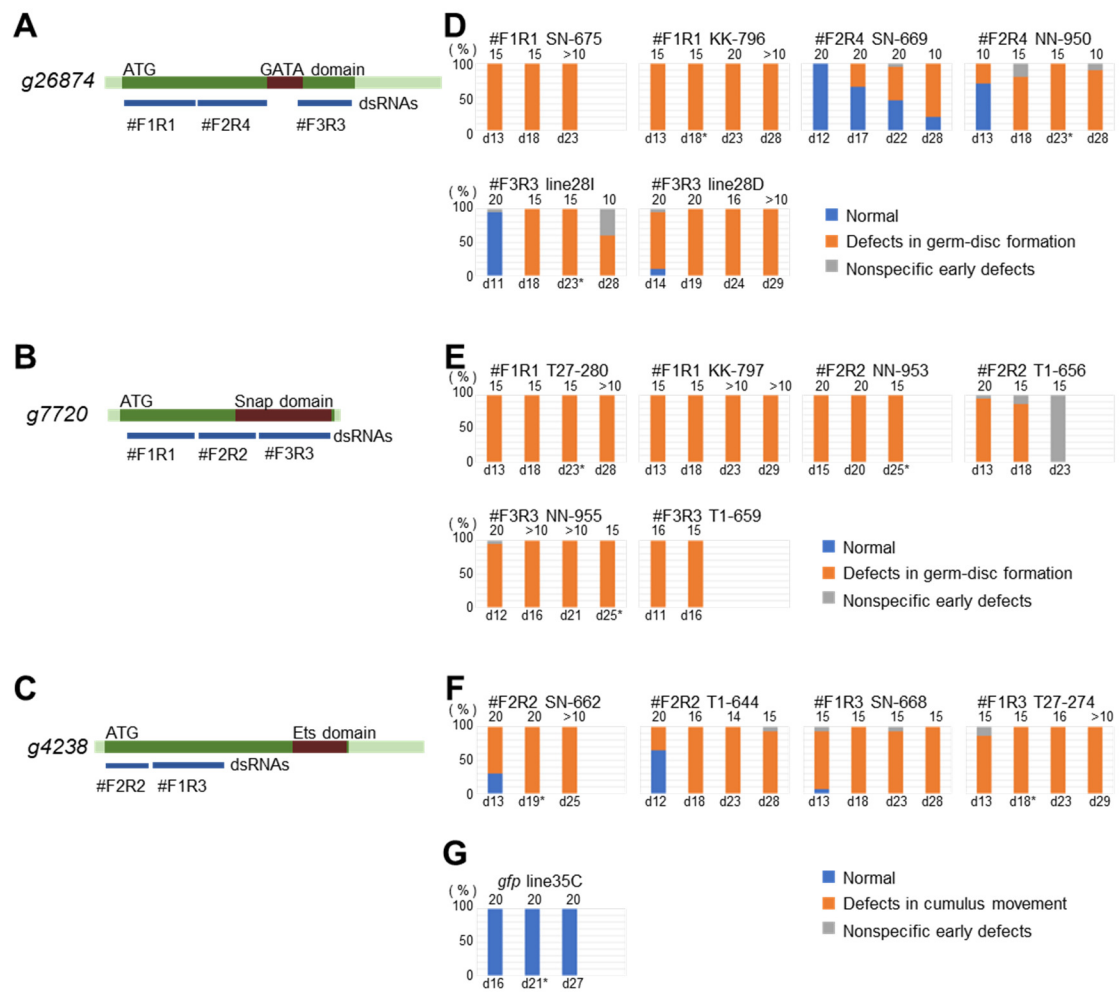

**Fig. S2. Validation of the specificity of the RNAi effects for *g26874*, *g7720*, and *g4238*.** (A–C) Schematic of the transcript for *g26874* (A), *g7720* (B), and *g4238* (C) and non-overlapping regions used for dsRNA synthesis (blue bars). (D–G) Phenotype expression in multiple egg sacs produced following injection of dsRNA for *g26874* (D), *g7720* (E), *g4238* (F), or *gfp* (G). Each graph shows data from one female injected with indicated dsRNA, and each vertical bar the percentages of embryos with indicated phenotypes in an egg sac, which was produced at indicated days after the first injection. The identification of individual females is also indicated (eg. SN-675). Number at the top of each bar is the total number of embryos examined. Development of 10 or more sibling embryos randomly selected from each egg sac was monitored using time-lapse microscopy, or with occasional visual inspection, under the stereomicroscope. The numbers of embryos that exhibited normal development (blue) and defects in the germ-disc formation or cumulus movement (orange) were counted. In certain egg sacs, some

embryos that exhibited early defects prior to starting to form a germ disc, as denoted in gray. Because such defects sometimes occur regardless of RNAi, they were considered to be non-specific. Time-lapse movies of embryos from egg sacs indicated by asterisks have been deposited in a public repository [1].

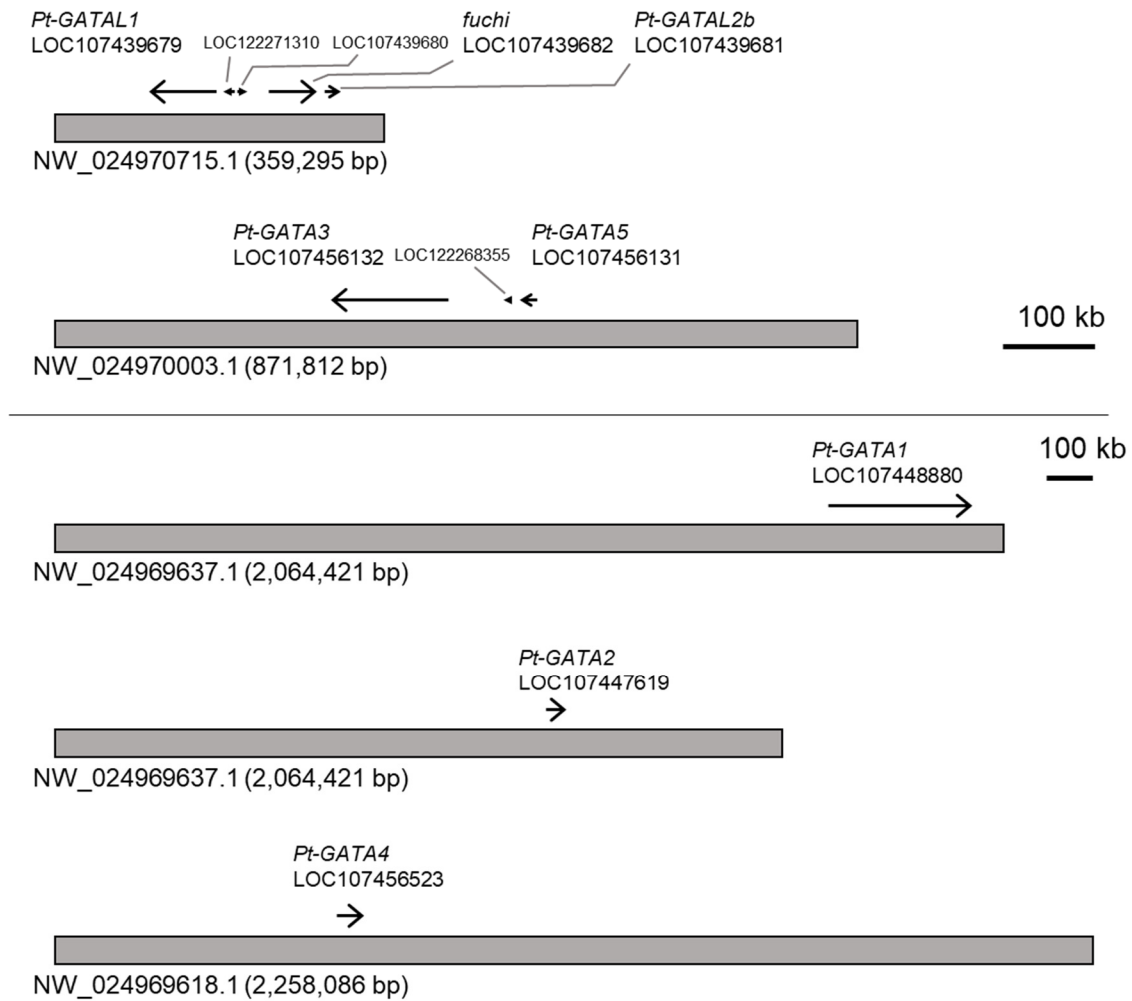

**Fig. S3. Location of *P. tepidariorum* GATA and GATA-like genes on scaffolds of the genome assembly Ptep\_3.0.** Horizontal bars in gray represent genomic scaffolds, and arrows indicate genes with their orientation. Different scales (100 kb) are applied to the upper two and lower three scaffolds. All GATA-like genes (*Pt-GATAL1*, *fuchi*, and *Pt-GATAL2b*) are located on the same scaffold (NW\_024970715.1). *Pt-GATA3* and *Pt-GATA5* are together present on another scaffold (NW\_024970003.1). *Pt-GATA1*, *Pt-GATA2*, and *Pt-GATA4* are present on separate scaffolds. Annotated genes other than the GATA and GATA-like genes are shown only between them.

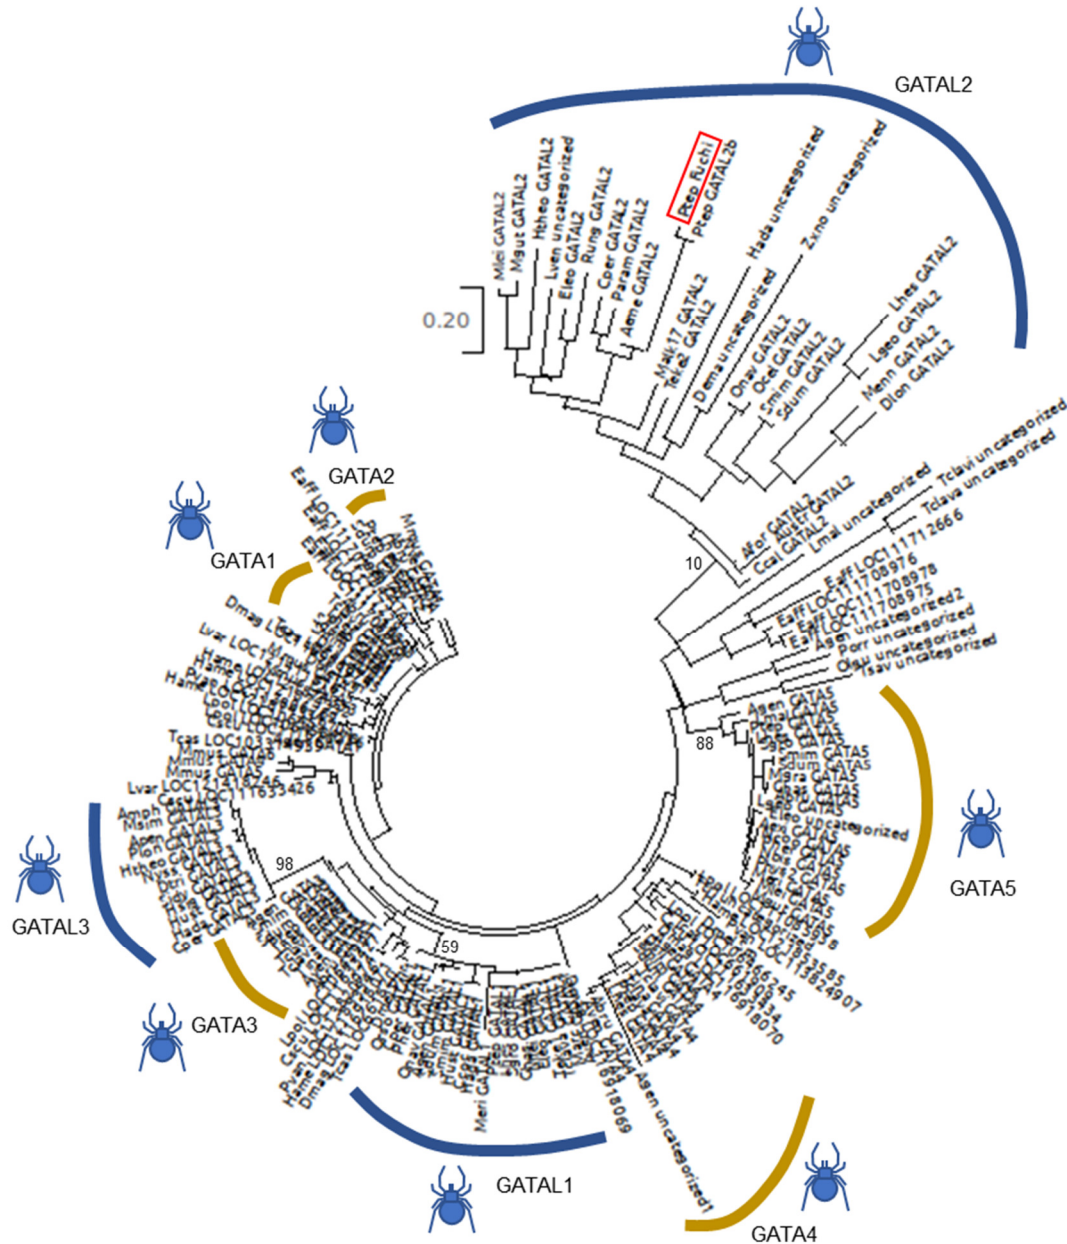

**Fig. S4.** ML tree of 168 canonical and non-canonical GATA family members from Araneae, non-Araneae chelicerates, non-chelicerate arthropods, non-arthropod bilaterians, and cnidarian, using 63 amino acid sites. Bootstrap values (100 replicates) are presented at selected nodes. In contrast to the ML analysis shown in Fig. 4F, this analysis included Fuchi, other GATAL2 proteins with atypical ZF1, and GATAL3 proteins. Details of species names and sequences are available in Tables S7 and S8 (Additional file 7).

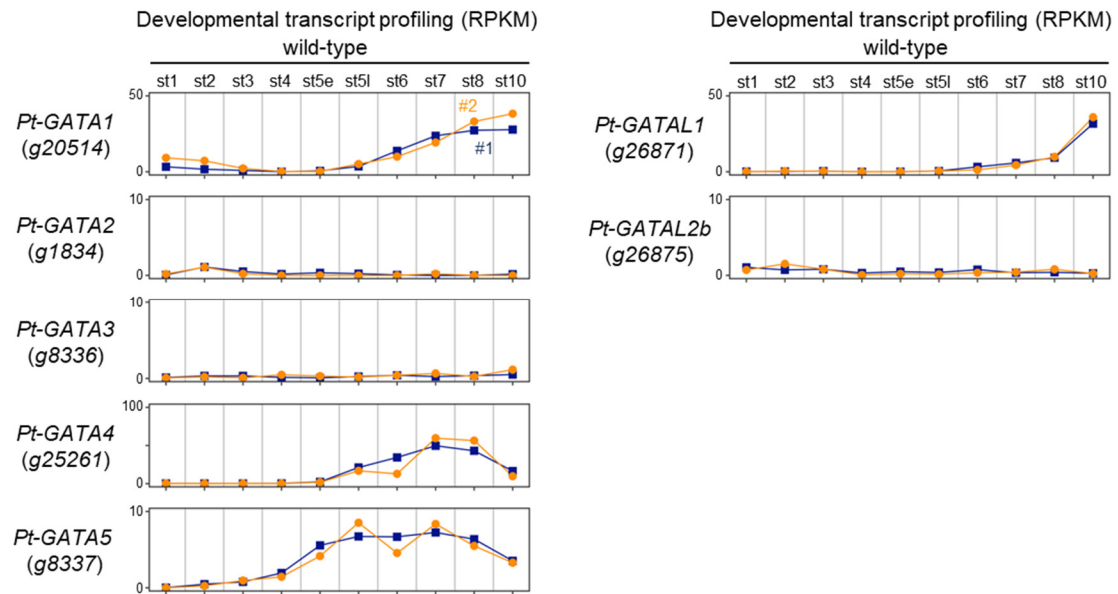

**Fig. S5. Developmental transcript profiling of *P. tepidariorum* GATA family genes in wild-type embryos.** Data was reused from public datasets (Iwasaki-Yokozawa et al., 2018). In addition to *fuchi* (g26874), there are seven annotated GATA family genes, *Pt-GATA1* (g20514), *Pt-GATA2* (g1834), *Pt-GATA3* (g8336), *Pt-GATA4* (g25261), *Pt-GATA5* (g8337), *Pt-GATAL1* (g26871), and *Pt-GATAL2b* (g26875). Two biological replicates are shown individually.

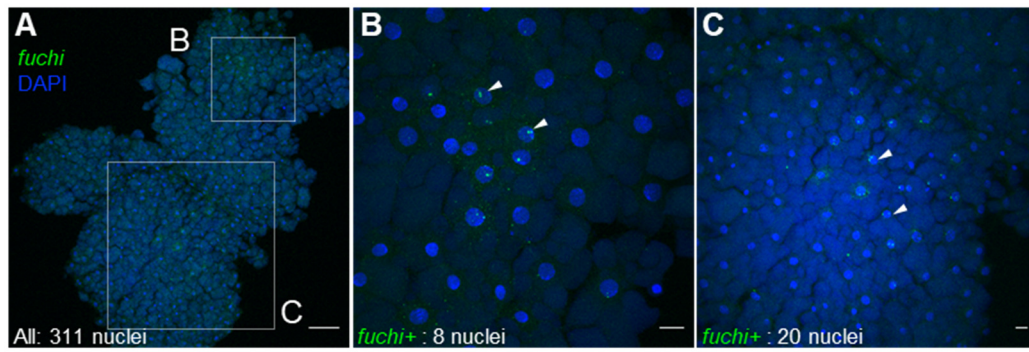

**Fig. S6. Cell counting in a stage-3 embryo stained for *fuchi*.** (A–C) A wild-type embryo at 15 h AEL was stained for *fuchi* transcript (green) and DNA (blue) using FISH, and the stained spherical embryo was flat-mounted with few parts lost. A total of 311 nuclei were observed (A). Around the embryonic pole (upper box in A), 8 nuclei were *fuchi* positive (magnified in B). On the ab-embryonic side (lower box in A), 20 nuclei were *fuchi* positive (magnified in C). Arrowheads point to examples of *fuchi*-positive nuclei. Scale bars, 100 μm in A; 20 μm in B, C.

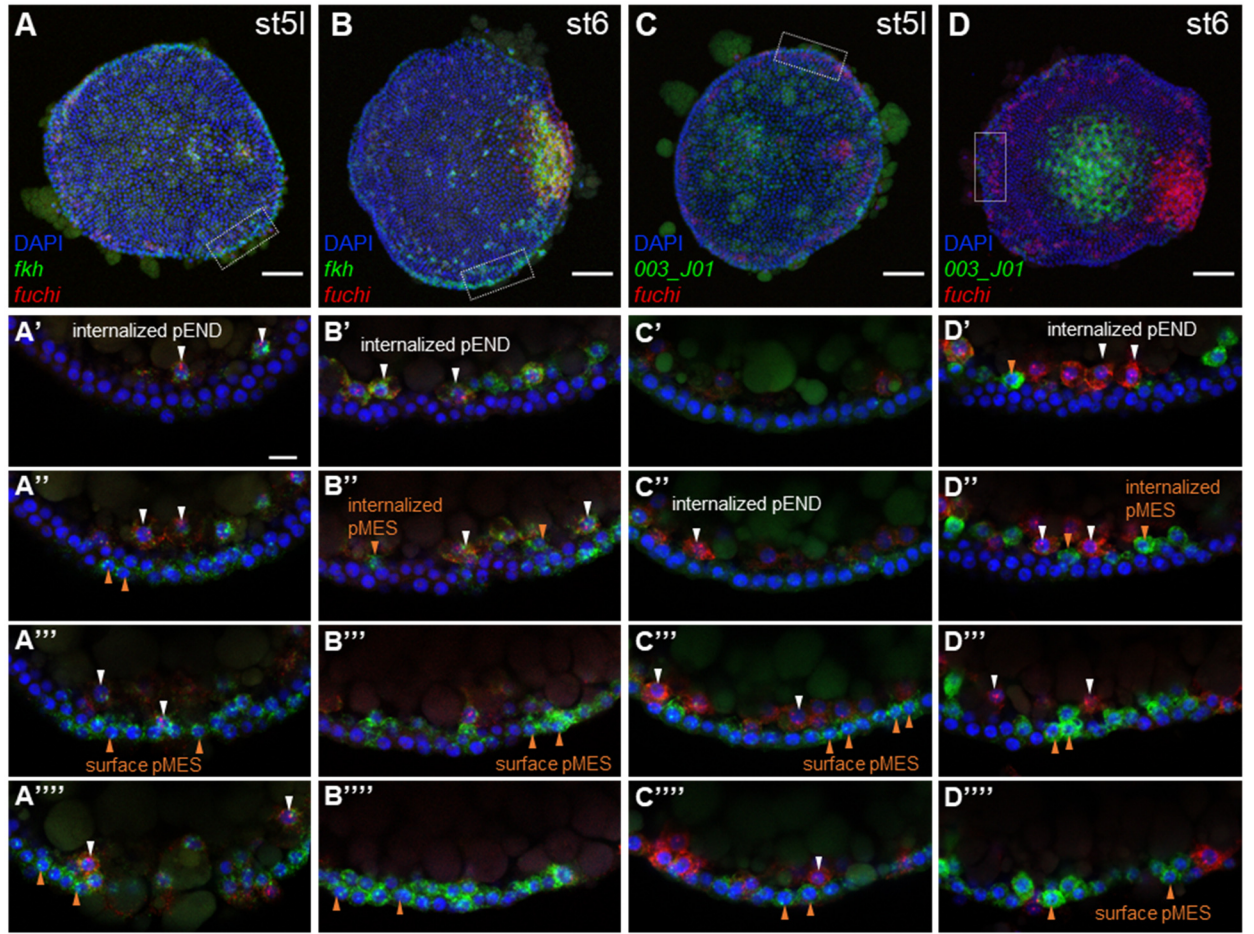

**Fig. S7. *fuchi* expression in pEND cells.** (A–D) Reconstruction of confocal stacks showing the top views of late stage-5 (A, C) and stage-6 (B, D) germ discs stained for *fuchi* (red), *Pt-fkh* (green in A and B; marker for mesoder plus endoderm) or *003\_J01* (green in C and D; mesoderm marker) transcripts and DNA (blue). The areas boxed in A–D are magnified in the lower panels (A1-4, B1-4, C1-4, D1-4), where maximum-intensity projections of four successive sets of z-slices are shown; each projection image corresponds to 10-μm thickness. *fuchi* transcript was detected in *Pt-fkh*-positive cells that had been internalized earlier than *003\_J01*-positive cells. These cells are pEND cells. Note that most, but not all, *003\_J01*-positive cells on the surface and internalized are negative for *fuchi*, and that certain *Pt-fkh*-positive cells are negative for *fuchi*. Scale bars, 100 μm in A–D; 20 μm in A'.

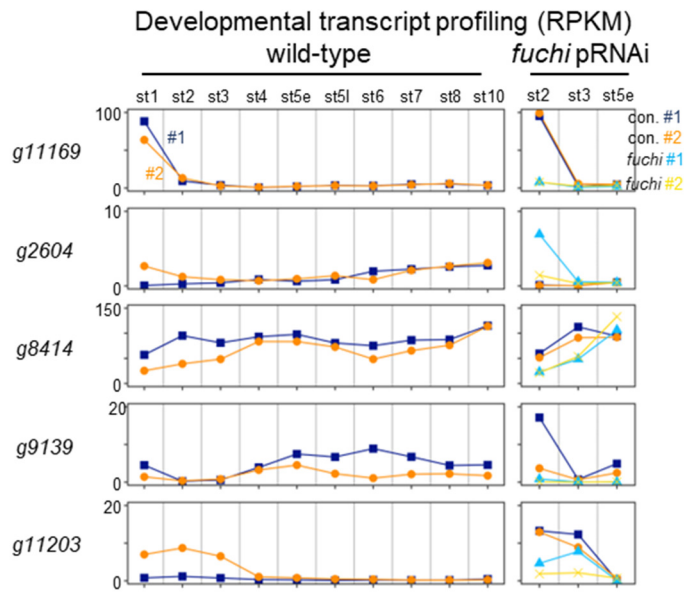

**Fig. S8. Characterization of five DEG candidates from the comparative transcriptome analysis of stage-2 *fuchi* pRNAi versus untreated embryos.** Graphs on the left side show developmental profiling of the transcript levels for the DEG candidates in wild-type embryos, based on public datasets [2], and those on the right side the effects of *fuchi* pRNAi on the transcript levels at the three stages examined in this study. In all graphs, two biological replicates of each sample type are shown individually.

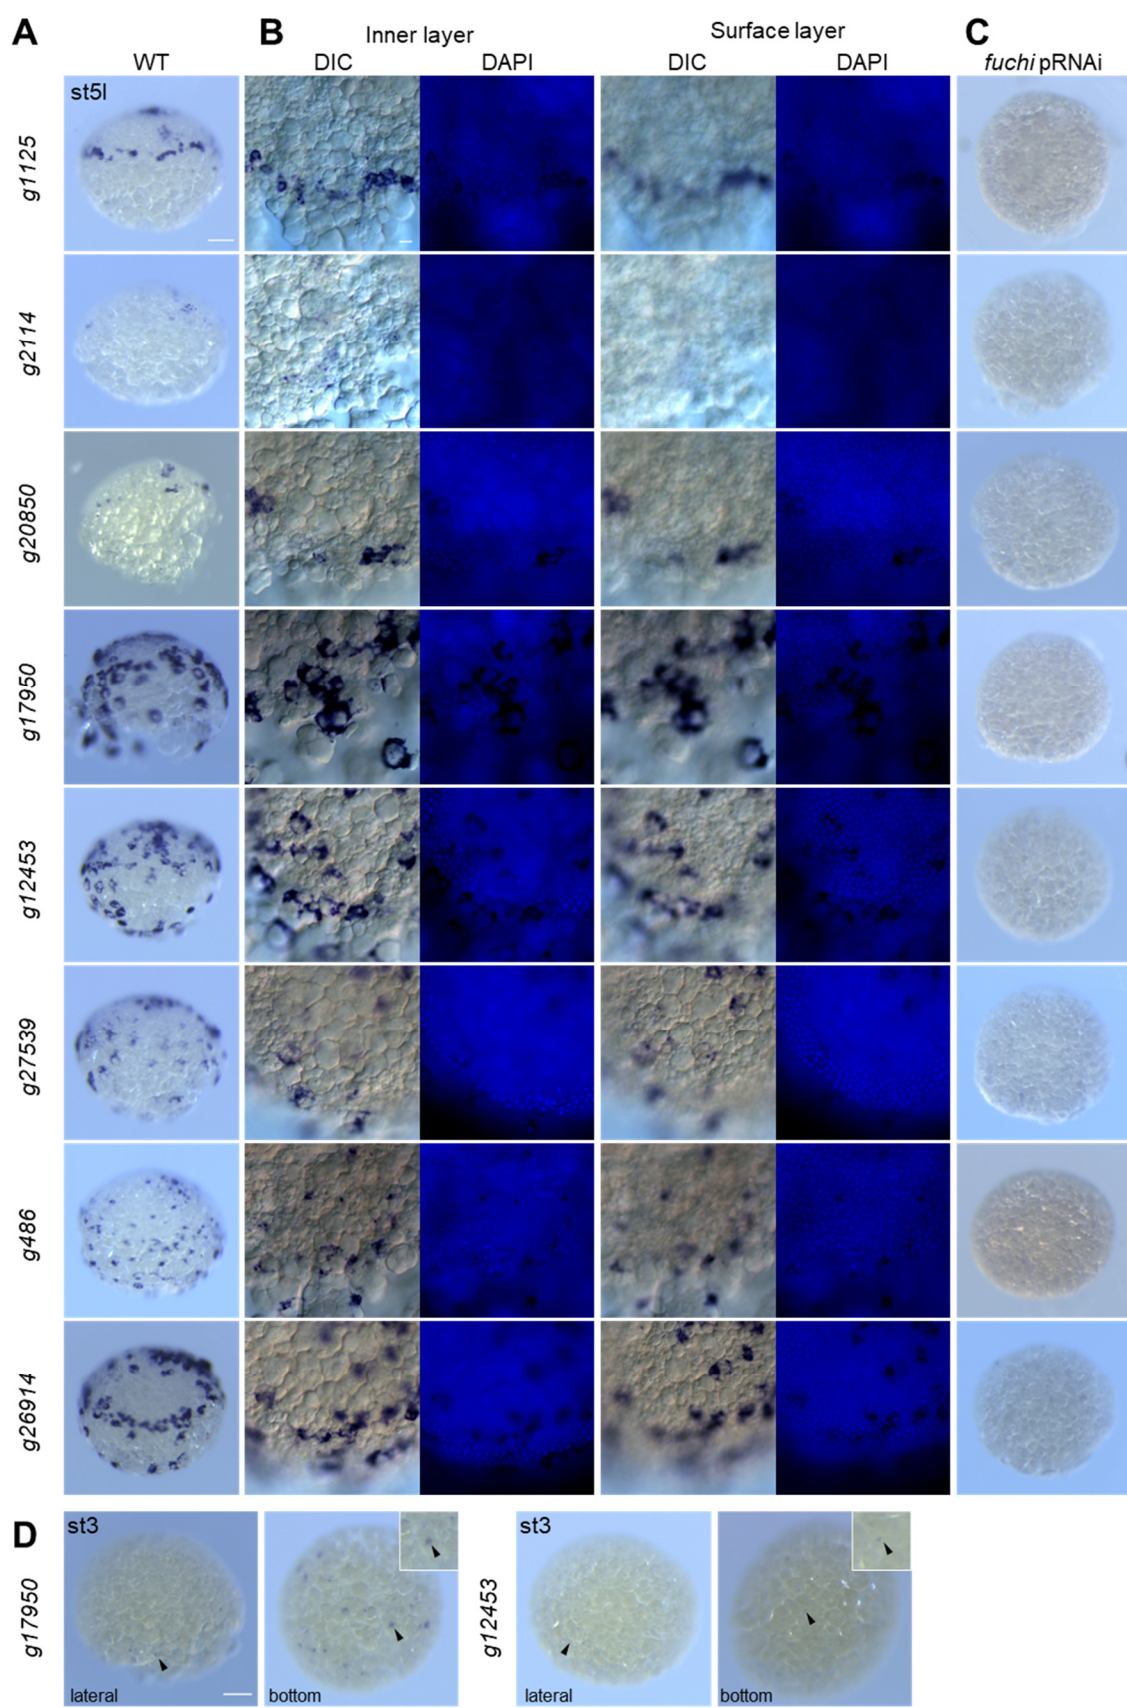

**Fig. S9. Characterization of the top-10 DEG candidates from the comparative transcriptome analysis of stage-3 *fuchi* pRNAi versus untreated embryos.** (A) Lateral view of stage-3 wild-type embryos stained by chromogenic WISH using probes for the DEG candidates indicated. The forming germ disc is to the top. No signals were obtained for two of the 10 DEG candidates (*g27086* and *g132*). (B) Close-up observation of germ-disc areas of the embryos shown in A, using differential interference contrast (DIC) optics. The focal plane for each field is set at two different depths; one plane is at an inner layer focusing on internalized pEND cells (left), while the other is at the surface layer (right). Counterstains with DAPI are also shown. (C) Lateral view of stage-3 *fuchi* pRNAi embryos stained in the same way as in A. (D) Lateral and bottom views of stage-3 wild-type embryos stained using probes for *g17950* and *g12453*. Arrowheads point to signals, and the boxed regions are magnified in insets. Stage-3 embryo stained for *g20850* has been shown in Fig. S1 (Additional file 3). Scale bars, 100  $\mu\text{m}$  in A; 20  $\mu\text{m}$  in B.

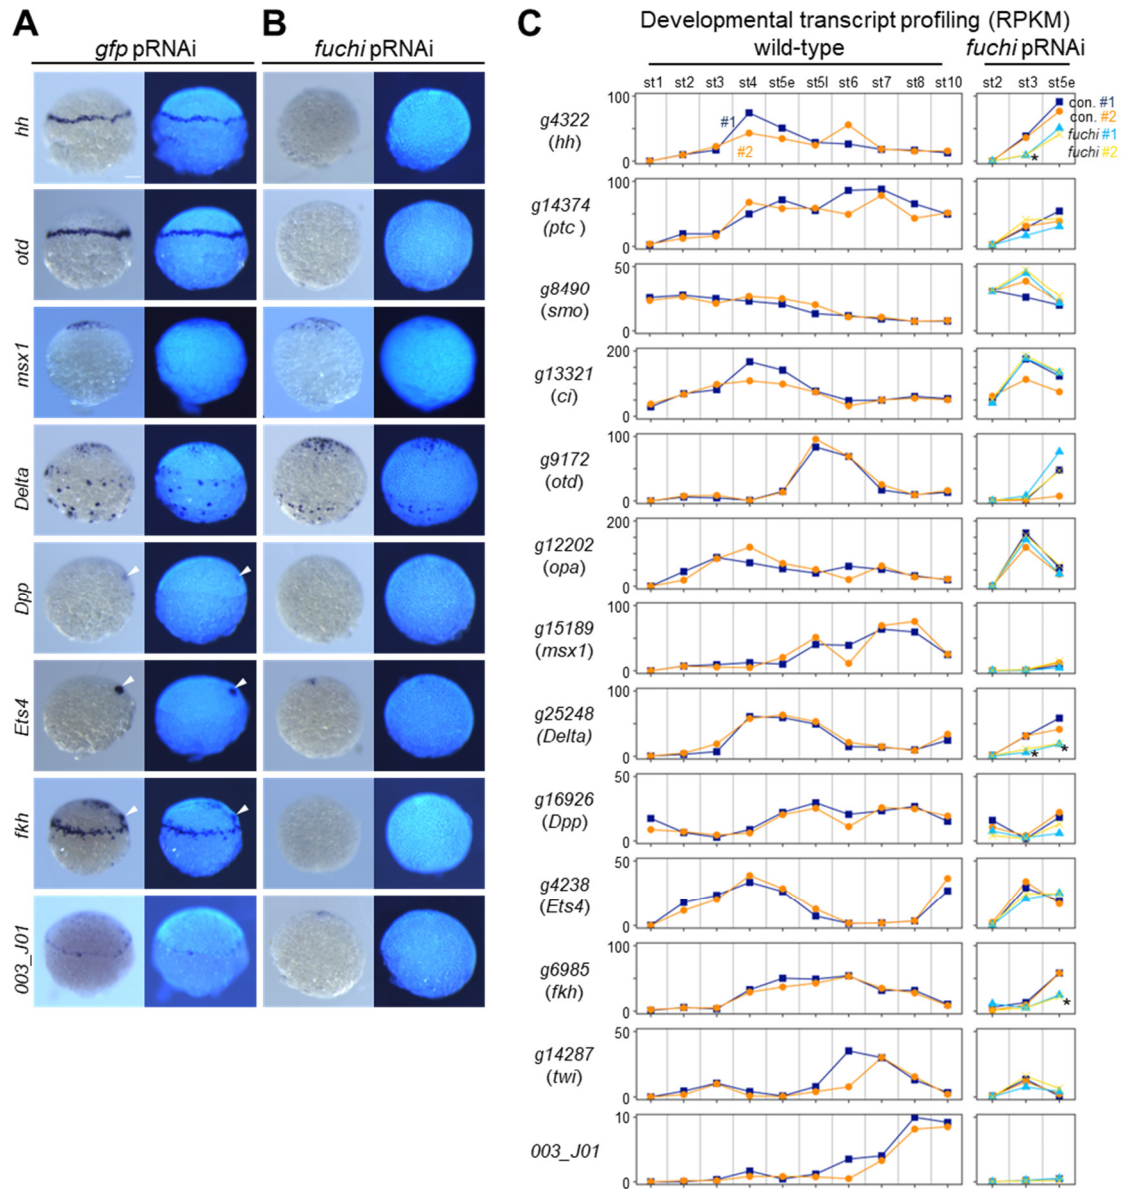

**Fig. S10. Effects of *fuchi* RNAi on expression of selected genes.** (A, B) Lateral view of late stage-5 *gfp* pRNAi (A) and *fuchi* pRNAi (B) embryos stained by chromogenic WISH using probes for the genes indicated. Counterstains with DAPI are also shown. The formed germ disc is to the top. White arrowheads indicate the migrating CM cells. Scale bar, 100  $\mu$ m. (C) Graphs showing developmental profiling of the transcript levels (RPKM) for the indicated genes in wild-type embryos, based on public datasets [2], and the effects of *fuchi* pRNAi on the transcript levels at stage 2, stage 3, and early stage 5. Asterisks indicate that the corresponding comparative analysis identified the gene as a DEG (Additional file 9: Tables S10, S11). Two biological replicates are shown

individually. Notably, *fuchi* knockdown led to a lack of circular patterns of *Pt-hh* and *Pt-otd* expression, but its effects on the *Pt-hh* and *Pt-otd* expression levels in whole embryos at early stage 5 were limited (compare the stained embryos in A and B with the RNA-seq data in C).

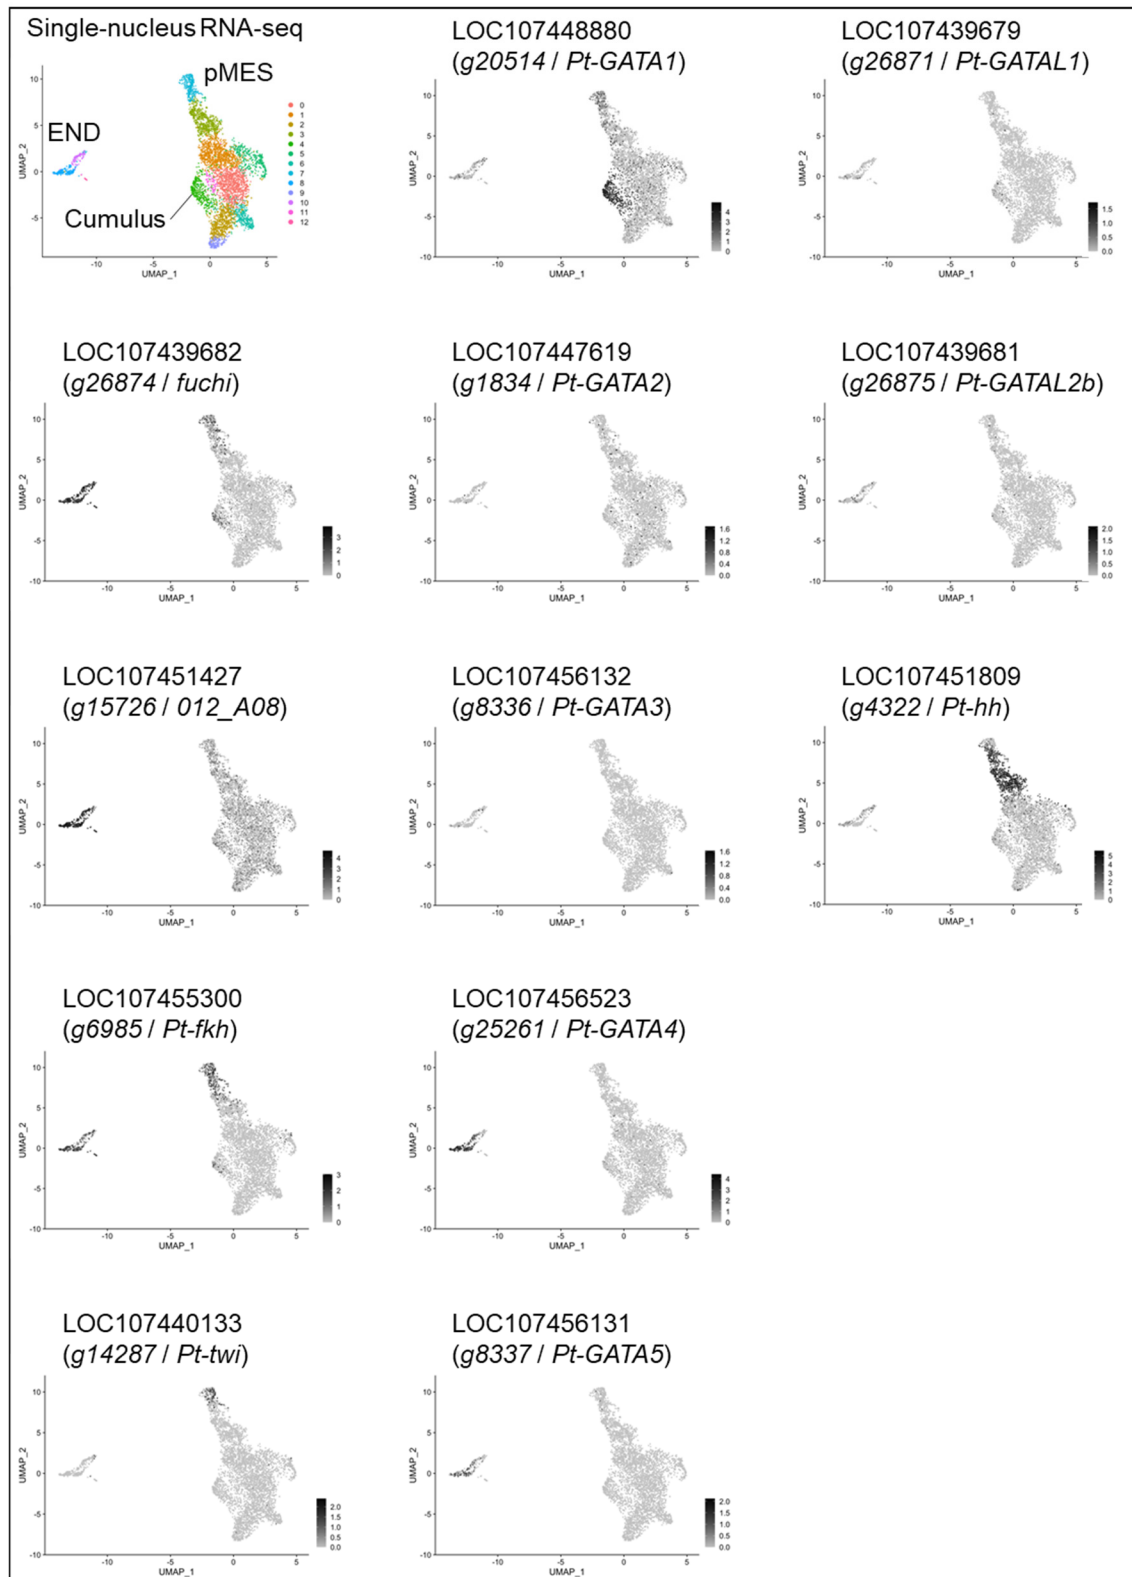

**Fig. S11. Single-nucleus transcriptome data showing endodermal and mesodermal cell populations in late stage-5 embryos.** Data shown are Uniform Manifold and Projection plots from clustering analysis of the single-nucleus transcriptome of *P.*

*tepidariorum* late stage 5 embryos described in a separate study [3][4]. Cell types are annotated in the top left plot, and expression of *fuchi*, known endodermal and mesodermal marker genes (*012\_A08*, *Pt-fkh*, and *Pt-twi*), other GATA family genes (*Pt-GATA1* to *Pt-GATA5*, *Pt-GATAL1*, *Pt-GATAL2b*), and *Pt-hh* are represented in the other plots. The code prefixed with "LOC" indicates the gene identification used in NCBI.

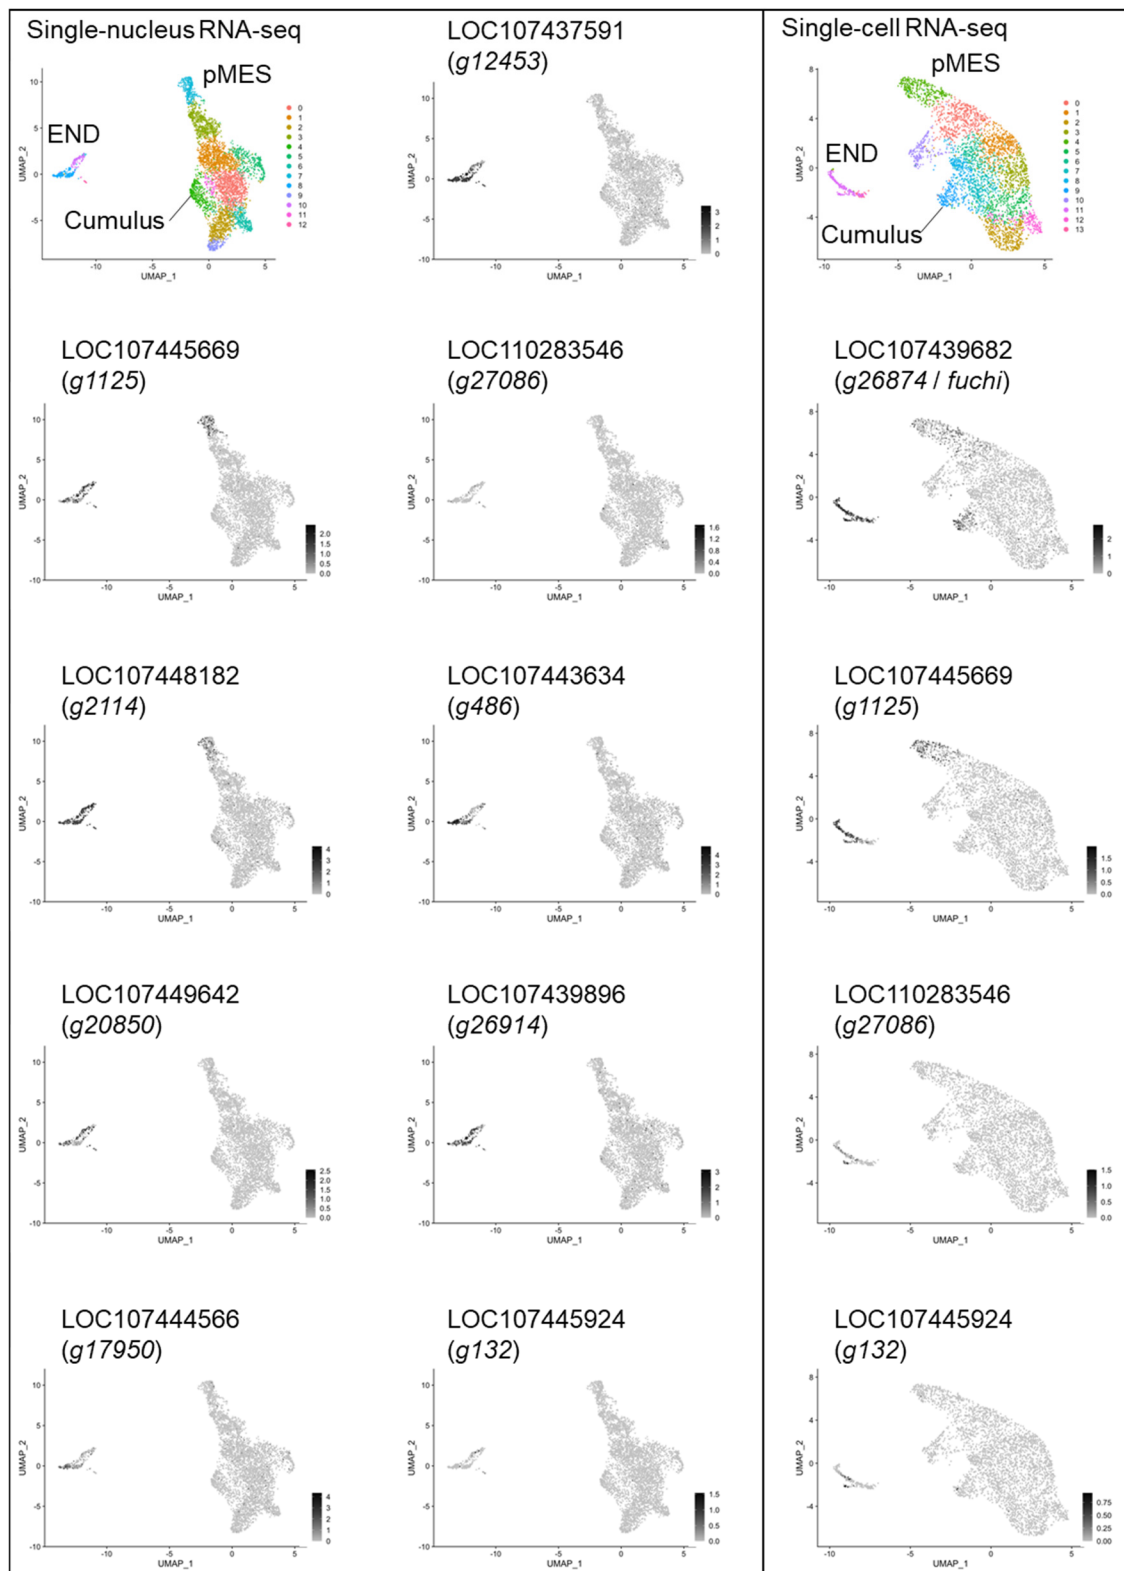

**Fig. S12. Single-nucleus and single-cell transcriptome data showing cell populations expressing the genes regulated by *fuchi*.** (A, B) Data shown are Uniform Manifold and Projection plots from clustering analysis of the single-nucleus (A) and

single-cell (B) transcriptomes of *P. tepidariorum* late stage 5 embryos described in a separate study [3][4]. Cell types are annotated in the top left plot, and expression of the top-10 DEG candidates from the comparative transcriptome analysis of stage-3 fuchi pRNAi versus untreated embryos is represented in the other plots. The code prefixed with "LOC" indicates the gene identification used in NCBI.

## References

1. Iwasaki-Yokozawa S, Akiyama-Oda Y, Oda H. Supplementary movies for “Lineage-specific, fast-evolving GATA-like gene regulates zygotic gene activation to promote endoderm specification and pattern formation in the Theridiidae spider.” figshare <https://doi.org/10.6084/m9.figshare.c.5963661.v1> (2022)
2. Iwasaki-Yokozawa S, Akiyama-Oda Y, Oda H. Genome-scale embryonic developmental profile of gene expression in the common house spider *Parasteatoda tepidariorum*. Data Brief. 2018;19:865–7.
3. Akiyama-Oda Y, Akaiwa T, Oda H. Reconstruction of the Global Polarity of an Early Spider Embryo by Single-Cell and Single-Nucleus Transcriptome Analysis. Front Cell Dev Biol. 2022;10:933220
4. Akiyama-Oda Y, Akaiwa T, Oda H. Supplementary Data for “Reconstruction of the Global Polarity of an Early Spider Embryo by Single-Cell and Single-Nucleus Transcriptome Analysis.” figshare <https://doi.org/10.6084/m9.figshare.c.5963571.v1>

How the deposited data were processed for this re-analysis (not part of the article)

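RNA-seq was carried out by the authors on small numbers of cells drawn from embryos of *P. tepidariorum* at 3 stages. The 16 libraries form 7 groups: c, i and p cells at stage 3 (2, 3 and 3 libraries), and c and p cells at stage 4 and at early stage 5 (2 libraries each). The labels give 10 to 100 cells per library over all stages, where the paper gives 10 to 30 for stage 3. They name 4 mothers: 1 for stage-3 c and p cells, 1 for stage-3 i cells and 1 for each later stage. All 16 count columns were matched to a sample by their names, and 0 were left unmatched.

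The authors trimmed the reads, aligned them to Ptep_1.0 with BLAT, filtered the alignments and counted reads on AUGUSTUS aug3.1 gene models with htseq-count. The deposited count file holds raw counts per gene without normalization, and all tests used these counts. A second deposited file holds RPKM computed by the authors. Its values were used only to derive a length for each gene, from counts and RPKM together, for a check of gene length. The count file has 5 rows with no gene, filled for the early stage-5 libraries only, where they hold 8.18% to 8.85% of the counts. These were left out. Gene IDs, products and positions are those of the deposited file. A further table of gene symbols from another assembly was not used here. Table S1 of the paper was used for 1998 genes and Table S2 for 726, the parts at hand. Both are sorted by FDR, so that the genes under 0.05 are complete in them.

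Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in at least 1 library of a comparison were tested, with TMM normalization, edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment over all genes tested, at a threshold of 0.05. Comparisons I to III joined c, i and p libraries as in the paper. In addition c and p cells were compared within each stage, and a difference between stages in the c-p difference was tested by the interaction terms of region and stage over the 13 c and p libraries. The paper's selection was repeated as the 10 genes with the lowest p in comparison I and the 5 in comparisons II and III among those past a log2 fold change of 10. Genes with at least 10 CPM in every library of a set and at most 3 counts in every other were counted for the real sets and for all other sets of the same size. Total counts ranged from 4566853 to 10500376 per library, so that a count of 0 allows from 0.286 to 0.657 CPM.

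The genes named are the 19 of the pilot screen, those the paper names from the later stages, *Pt-opa*, the 8 GATA family genes, alpha-catenin and, in each comparison, up to 3 genes per direction with the lowest p among the DEGs whose groups do not overlap. This list was fixed before the data were examined, as were the comparisons with their tests and all but 1 of the alternatives. Several checks of technical explanations were chosen later and are named where they are reported. Other genes are marked where they are named.

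Alternatives were edgeR's likelihood ratio test, DESeq2's Wald test, the earlier form of the quasi-likelihood test (legacy), DESeq2's size factors in edgeR, library sizes alone, no filter, a filter of at least 10 counts, a prior count of 2, 3 separate groups, the replicate number as a factor and each library left out in turn. A likelihood ratio test with common, trended and tagwise dispersions estimated in turn was added after the data had been seen.

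The tests were tried on simulated counts drawn from the real means, library sizes and trended dispersions, with 200 genes changed 16-fold. The changed genes were drawn only from those above a minimum mean CPM, in a single run per comparison. The shares recovered therefore do not cover genes of low level. The quasi-likelihood test recovered 76.0% of them in comparison I, 75.0% in II, 74.0% in III, 68.5% between stage-3 c and p cells, 57.5% at stage 4 and 99.5% at early stage 5. It also called 67, 42, 43, 8, 0 and 4 unchanged genes in the respective comparisons, so that at stage 3 more than the nominal 5% of its calls were false in comparisons I to III. DESeq2 called 556, 318 and 324 unchanged genes in comparisons I to III. The interaction test recovered 26.5% of the changed genes with 1 false call.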

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

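The tests of c cells and of c-cell transcripts in the second stage-4 p library, of loss in the first and of the stage-3 c-p genes at later stages were chosen only after the results were seen, as was the test of the Group C genes, since later counts of *g4238* and *fuchi* had been seen. Each stage came from another mother, so that a difference between stages is also one between mothers, and these cannot be told apart.

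The difference between c and p cells itself differed between the 3 stages for 71 genes (interaction test over 13 libraries, adjusted p under 0.05). The paper does not test this difference. For 33 of the 71 genes the c-p difference was largest at early stage 5, for 22 at stage 3 and for 16 at stage 4. The count depended on the filter: with at least 10 counts in at least 2 libraries it fell to 7 genes, all among the 71, and with edgeR's likelihood ratio test there were 32, of which 30 were among the 71. Of the 71 genes, 38.0% had 1 library at 10 CPM or more and a replicate of the same group at 3 counts or fewer, where random lists of genes of similar mean CPM had 11.3% to 25.4%. Loss of transcripts in small libraries may therefore account for part of the list. A change of regional expression with stage stays open as well.

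Among the genes named here, the interaction had an adjusted p of 1.26e-12 for *g15167*, 0.00415 for *g20850*, 0.0217 for *fuchi* (*g26874*), 0.0159 for *Pt-opa* (*g12202*), 2.73e-15 for *g27982* and 2.30e-05 for *g27330*. The c-p log2 ratio at stage 3, stage 4 and early stage 5 was 7.55, 3.12 and 3.75 for *g15167*, 6.22, 2.80 and 3.35 for *g20850*, 1.93, 3.57 and 5.62 for *g27982* and 0.56, 5.54 and 3.77 for *g27330*. For *fuchi* it was 4.37 at stage 3, 2.10 at stage 4 and 2.38 at early stage 5. Its level in the second stage-4 p library was 43.3% of the c-cell mean, against 3.36% in the first. This library held other c-high genes too: 85 genes called higher in c cells at early stage 5 had a median of 25.62% of their stage-4 c level there and 0.143% in the first p library, and 69 of the 85 were higher in the second. Over all 6220 genes at 10 CPM or more in stage-4 c cells the medians were 84.95% and 70.3%, and the first p library lost 32.6% of the genes at 10 CPM or more in the second, so that loss in the first may account for part of the gap. Of the 69 c-high genes with at least 1 CPM in the second, 35 had at most 3 counts in the first, where random lists of the same CPM in the second had 15 to 26, which argues against such loss as the whole cause. Cells with c-cell transcripts in that sample are a candidate explanation. Whole c cells in the proportion seen for *fuchi* would also bring 540.2 CPM of *g4238*, which stayed at 0.0342% of its c-cell mean in that library, and none of 2185 pairs of values at such a level in stage-4 replicates fell as low. Of the 7 Group C genes at 10 CPM or more in stage-4 c cells, 5 were more than 10 times below the level that this proportion would bring, with *g14287*, *g17735*, *g16467* and *g132* at 0. Each of these 4 zeros adds little, since 21.0%, 18.4%, 25.0% and 11.2% of replicate values at their levels were as low. As a set, random lists of 7 genes of the same levels had 5 or more genes over 10 times lower in a stage-4 replicate in at most 1.12% of 10000 lists, for any of the 4 ordered pairs of replicates. Together with *g4238* this argues against whole c cells like those of the c libraries. Cells holding part of the c-cell transcripts stay open, as does the position of the sampled cells. In the paper's stage-3 in situ hybridization, *fuchi*, *g15167* and *g20850* marked the embryonic pole and the abembryonic side. *g4238*, *g14287* and *g16467* marked the pole alone. In the second p library the former had 43.3%, 18.2% and 28.0% of their c-cell mean, and the latter at most 0.0342%. *g5118*, also seen on both sides, had 0 CPM there. Peripheral cells that express *fuchi*, which the paper saw at the germ-disc border at stage 4, are thus a candidate. Sampling of few cells stays open too: 1.18% of 1020 genes of similar CPM differed as much between the 2 libraries, but *fuchi* was chosen for its difference. At early stage 5, the genes called higher in c at stage 4 had a median of 3.47% and 13.6% of their c level in the p libraries. For *Pt-opa*, the log2 ratio was 0.46 at stage 3, -2.46 at stage 4 and -3.90 at early stage 5.

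At both stage 4 and early stage 5, 25 genes were higher in c cells, and 22 of them are outside the genes that the paper's text discusses. Of the 25 genes, 5 were also higher in c than in p cells at stage 3, among them *g27982* (an actin) and *g13797* (CTP synthase 1), which the text does not discuss. *g13797* is named here after its values were seen. The stages came from different mothers and embryos, so that loss of transcripts in single libraries would have to recur in both. The 25 genes called between c and p cells at stage 3, a different list, had a median log2 c-p ratio of 3.11 at the later stages, where random lists of similar mean CPM gave -0.31 to 0.15, which argues against such loss as the cause for that list. No other technical explanation was tested for the 22 genes, and a role of these genes in c cells is a hypothesis.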

How the results depend on the processing

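All tests below were chosen beforehand apart from 1, a likelihood ratio test added only after the results were seen. In each comparison of cells, DESeq2's Wald test moved the count of DEGs most among the alternatives without a replicate block. With edgeR's likelihood ratio test there were 11 DEGs in comparison I, 7 in II, 14 between stage-3 c and p cells, 28 at stage 4, 301 at early stage 5 and 32 genes with an interaction, against 43, 11, 25, 49, 96 and 71. DESeq2's Wald test gave 603, 555 and 696 in comparisons I to III, 931 between stage-3 c and p cells, 299 at stage 4 and 412 at early stage 5, and on simulated stage-3 counts it also gave the most false calls. Its direction differed as well: 493 of its 603 DEGs in comparison I were lower in c cells and 618 of its 931 between stage-3 c and p cells were higher in p cells, where all DEGs of the quasi-likelihood test were higher in c cells. The legacy quasi-likelihood test gave 22, 19 and 41 in comparisons I to III and 331 at early stage 5. The likelihood ratio test with dispersions estimated in turn, the added one, gave 9 DEGs in comparison I, 3 in II, 15 between stage-3 c and p cells and 306 at early stage 5. For the interaction the filter moved the count most. DESeq2's size factors gave 145 DEGs at early stage 5, and 3 separate groups gave 6 in comparison II. A filter of at least 10 counts gave 10 between stage-3 c and p cells and 7 genes with an interaction. The cause of these changes was not tested.

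With the replicate number as a replicate block there were 23, 8 and 4 DEGs in comparisons I to III, 0 between stage-3 c and p cells (166 genes at an unadjusted p under 0.05), 8 at stage 4 and 0 at early stage 5 (747 genes at an unadjusted p under 0.05). The numbers did not pair the libraries: deviations of same-numbered libraries from their group means correlated between -0.0236 and 0.0355 across genes, and the block costs degrees of freedom.

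With each of the 8 libraries left out in turn, there were 5 to 15 DEGs in comparison II and 12 to 27 in III. In comparison I there were 36 to 45 with an i or p library left out, between stage-3 c and p cells 12 to 18 with a p library left out, and for the interaction 70 to 95 genes with a stage-3 p library left out. In the latter results, leaving out c1 or c2, or a library of the later stages, would leave a group with 1 library, so these counts do not show how far single c libraries carry them. The 5 DEGs of comparison II were those without c2, the 12 of III those without i3 and the 12 of c against p those without p2, and without p1 there were 14. The sets of genes present in 1 group and nearly missing elsewhere held 76 to 459 genes for c, 14 to 42 for p and 22 to 54 for c and p, with the largest where c2, p3 and i3 were left out, against 66, 12 and 18. The c set also grew to 306 without c1 and 112 without p1, the p set to 29 without c1, 27 without p1 and 30 without p2, and the c and p set to 53 without i1, 38 without i2, 36 without c2, 37 without p2 and 36 without p3. At 50 CPM these sets held 2, 0 and 2 genes, and with 0 counts required elsewhere the p set held 6.

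With a prior count of 2, only 2, 0 and 2 of the genes the paper selected from comparisons I to III were recovered, since few fold changes then pass the limit. The lowest replicate R2 was 0.392 on log2(CPM + 1) values. Named genes gave 895 values under the alternatives. Of the 772 with an adjusted p, 671 kept their direction and side of the threshold, 63 fell short of it and 38 newly passed it. The other 123 have no p, since a group was left with 1 library: 93 log2 fold changes moved by less than their standard error, 29 by more, and 1 reversed. The reversed value was that of *Pt-BarH1* at stage 4, with a log2 fold change of -0.53 without p replicate 2 and 2.48 without c replicate 2, against 1.17. *fuchi* at stage 4 was under 0.05 in 5 of 9 alternative fits (adjusted p from 0.000602 to 0.784) and in 5 of 9 at early stage 5 (2.04e-06 to 0.433).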

Differences from the paper's values

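A likelihood ratio test with dispersions estimated in turn is the 1 test below that was chosen only after the results were seen. In comparison I the paper's Table S1 lists 9 genes with an FDR under 0.05, where 43 were found here. The paper's text names edgeR but not the test. Its tables carry a likelihood ratio column, so the quasi-likelihood test used here was another test than the paper's. Of the alternatives set before the data were examined, edgeR's likelihood ratio test gave 11, the nearest to the paper's number, and none of the others closed the gap, with 22 to 603 genes. The likelihood ratio test with common, trended and tagwise dispersions estimated in turn, chosen after the values had been seen, gave 9. It also gave the paper's log2 fold changes for *g4238* (-12.3837), *g14287* (-13.6489) and *g15167* (-12.483), so the choice of test can account for the gap. Of the paper's 9 genes, 8 were also found here. The exception is *g14104*, with an adjusted p of 0.260 here, 1.20e-07 with DESeq2's Wald test and 0.0174 with the likelihood ratio test chosen after the values had been seen, in a range up to 0.476 over all alternatives.

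In comparison II the paper's Table S2 lists 3 genes with an FDR under 0.05, where 11 were found here, and none of the paper's 3 was among them. None of the alternatives set before the data were examined closed the gap, with 5 to 555 genes, and the likelihood ratio test with dispersions estimated in turn, chosen after the values had been seen, gave 3. The adjusted p was 0.182 for *g15441*, 0.284 for *g17404* and 0.176 for *g2233*. All 3 were called by DESeq2's Wald test (1.72e-09, 2.43e-09 and 1.16e-08), by the legacy quasi-likelihood test (0.0116, 0.0232 and 0.00782) and by the likelihood ratio test chosen after the values had been seen (0.0101, 0.0117 and 0.0302). The likelihood ratio test set beforehand called *g15441* (0.0319) and *g2233* (0.0285). Over all alternatives the highest adjusted p was 0.692, 0.735 and 0.620.

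The paper states that coefficients of determination between replicates, calculated from the gene count matrix, exceed its limit. Across all genes of the file, an alternative set before the data were examined, the lowest pair, p1 and p3, had 0.851, above that limit. With the genes at 1 CPM used here that pair had 0.842, so this difference lies in the genes used. The paper counts 10862 genes at 1 CPM, where 10860 were found here and 10862 with TMM-normalized library sizes. The paper selects *g3963*, *g20850* and *g4752*, which were not among the first-ranked genes here. The likelihood ratio test set beforehand ranked *g3963* among the first 10, and the one added after the values had been seen recovered all 10, 5 and 5 genes of the paper's selections. The paper names *g132* from its stage-4 and early stage-5 lists, where its adjusted p was 0.0888 and 0.124 here. It was under 0.05 at each stage with the likelihood ratio test, DESeq2's Wald test, the legacy test and the likelihood ratio test chosen after the values had been seen, and in none of the 5 other alternatives that give a p. It also names *Pt-lab1*, *Pt-BarH1* and *Pt-prd2*, without giving the stage for each. At stage 4 their adjusted p here was 0.149, 0.881 and 0.881, and none of the fits that give a p called them there.

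The CPM of the paper's Table S1 were compared for 1998 genes. For 1975 genes they had the same values as here. For 23 genes the table holds the values that the deposited counts give for another gene ID, the next number or the number without its last digit. None of the 23 had an FDR under 0.05 in the table, and 0 of them are named by the paper.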

Other observations

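Of the tests below, those of counting error, of gene length in 4 groups and of the Group C and stage-3 c-p genes at later stages were chosen only after the results were seen.

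The number of DEGs was compared with that from other splits of the 8 stage-3 libraries into groups of the same sizes. In comparison I, 1 of the 28 splits, the real one, gave as many as 43 DEGs, and the next, of c2 and i3, gave 28. Splits that set c2 apart with an i or p library gave from 19 to 28, and those with c1 gave from 0 to 3. The count thus rested largely on c2, and its rank among the splits does not show a difference shared by c1 and c2. In comparison II, 13 of the 56 splits gave as many as 11, and 6 of the 12 others set c1 and c2 apart with 1 further library and gave 17 to 25, so that they carry the difference of c cells. In comparison III, 6 of the 56 splits gave as many as 20, and the other 5 all set c1, c2 and 1 further library apart. Comparison III is also the split by mother. Of its 20 DEGs, 13 had all i libraries on one side of all c and p libraries, a count that region and mother would give alike, so that these cannot be told apart.

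Genes present in every library of a set and nearly missing elsewhere were as many for 2 of the 28 splits in the case of the 66 genes of c cells, for 20 of the 56 in the case of the 12 genes of p cells and for 13 of the 56 in the case of the 18 genes of c and p cells. Loss of transcripts in small libraries is therefore a candidate explanation for genes chosen by such a pattern alone, but the settings differ. With 0 counts required elsewhere, 1 of 28 splits gave as many as the 53 genes of c cells, 27 of 56 as many as the 6 genes of p cells and 2 of 56 as many as the 17 genes of c and p cells. At 50 CPM, 2 of 28 splits gave as many as the 2 genes of c cells and 1 of 56 as many as the 2 genes of c and p cells, and there were 0 genes of p cells.

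The later stages give libraries from other embryos and mothers. There the 10 Group C genes had a median log2 ratio of c-cell to p-cell CPM of 4.14, where 10000 random lists of similar mean CPM gave -0.49 to 0.83, and 7 of the 10 genes were higher in every c than in every p library at both stages. Loss of transcripts cannot by itself give this. For the 5 Group P genes the median of p over c was -0.31, inside the -1.58 to 0.90 of random lists, as loss of transcripts at stage 3 would give. A regional difference that ends before stage 4 would give it too.

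At stage 3, 23.3% of genes at 10 CPM or more in one library had 3 counts or fewer in a replicate. Poisson counting at the depth of each library would lose a share of 9.87e-24% and does not account for it. The share lost varied with total count over the 8 libraries by a Spearman rho of -0.21 (exact permutation test, p = 0.619) and a Pearson r of -0.26 (exact permutation test, p = 0.526), with an adjusted p of 0.619 for both. Without the 2 libraries farthest from the median depth, r was -0.60 and rho -0.49. The mothers differ in depth and hold 3 and 5 of these libraries, fewer than a correlation needs here, so that a part played by depth stays open. Genes lost were shorter, with a median length 0.828 times that of genes kept, derived from counts and RPKM, and length may play a part. With the genes at 10 to 50 CPM in 4 groups of equal size by length, the longest genes still lost 36.2%, against 50.7% for the shortest, which argues against short gene models as the whole cause. Few molecules of each transcript entering the amplification remain open, and this was not tested. The gene for alpha-catenin (*g13984*) was an example, with 0 counts in i2 at stage 3 and in the first stage-4 p library and 25.7 to 275 CPM in the others.

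Of the 8 GATA family genes, *g26874* (*fuchi*) was the most abundant in c cells at every stage. *g8337* had 5.09 and 45.3 CPM in stage-3 c libraries and 0 in the i and p libraries. *g20514* had 51.1 and 31.8 CPM in early stage-5 c libraries and 0 in all others. *g25261* had counts at early stage 5 only, and *g1834*, *g8336*, *g26871* and *g26875* stayed at or under 24.5 CPM in all 16 libraries.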
